# Dynamic Expression Changes in the Transcriptome of the Prefrontal Cortex after Repeated Exposure to Cocaine in Mice

**DOI:** 10.3389/fphar.2017.00142

**Published:** 2017-03-23

**Authors:** Mingzhen Li, Peng Xu, Yanhua Xu, Huajing Teng, Weiping Tian, Quansheng Du, Mei Zhao

**Keywords:** prefrontal cortex (PFC), transcriptome, cocaine, addiction, withdrawal

## Abstract

Prefrontal cortex (PFC)-dependent functions, such as executive function, explicit learning, and memory, are negatively affected in cocaine abusers and experimental animal models of cocaine treatment. However, its molecular mechanisms are less understood. In the present study, we performed transcriptome profiling of the dynamic changes in the PFC after repeated cocaine administration in mice. We found 463, 14, and 535 differentially expressed genes (DEGs) at 2 h, 24 h, and 7 days, respectively, after the withdrawal of chronic cocaine treatment. Time-series correlation analysis identified 5 clusters of statistically significant expression patterns. The expression levels of DEGs in Clusters 1 and 5 exhibited a gradual or fluctuant decrease, Cluster 2 exhibited an initial increase followed by a decrease or return to the baseline level, and Clusters 3 and 4 exhibited a fluctuant increase in the expression of DEGs. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that genes related to oxidative phosphorylation, ribosomes, and neurodegenerative disorder were enriched in Cluster 1; genes related to the mitogen activated protein kinase (MAPK), transforming growth factor (TGF)-β, insulin signaling, and circadian pathways were enriched in Cluster 2; genes related to plasticity-related pathways were enriched in Clusters 3 and 4; and genes related to the proteasome were enriched in Cluster 5. Our results suggest that maladaptive neural plasticity associated with psychostimulant dependence may be an ongoing degenerative process with dynamic changes in the gene network at different stages of withdrawal. Furthermore, it could be helpful to develop new therapeutic approaches according to different periods of abstinence.

## Introduction

Drug addiction is a chronic relapsing brain disease that is characterized by compulsive out-of-control drug use, despite serious negative consequences (Pol bodetto et al., 2013). This behavioral abnormality is caused by repeated exposure to a drug of abuse, and can potentially persist life-long (Nestler, 2004). This persistence suggests that drug-induced maladaptive neural plasticity drives these long-term behavioral abnormalities, and changes of gene expression in brain reward regions play important roles in this process (Chao and Nestler, 2004; Nestler, 2004; Hyman et al., 2006).

The mesolimbic dopamine system is generally considered the most important mediator of drug reward, and cocaine has a distinct effect on different anatomical regions in the brain. Dopamine neurons are located in the ventral tegmental area (VTA) of the midbrain and project to the limbic forebrain, including the nucleus accumbens (NAc) and prefrontal cortex (PFC), while the PFC sends glutamatergic efferents to the VTA and NAc (Chao and Nestler, 2004). Cocaine has distinct effects on these regions. The VTA-NAc circuit is the most intensively studied region as it is thought to play an important role in the initial rewarding effects of cocaine (Chao and Nestler, 2004), while the roles of the PFC, an area critical for cognition and executive functions, are less understood. It is suggested that the PFC contributes to both the primary reinforcing effects of cocaine and long-term sensitization to cocaine (Chao et al., 2014). PFC-dependent functions, such as executive function, explicit learning, and memory were negatively affected in cocaine abusers and experimental animal models of cocaine treatment (Chao et al., 2014).

Over the past decade, many genes including various membrane receptors, signal transduction molecules, and nuclear genes, have been identified that drive addiction-related behaviors (Palanza, 2001; Itzhak et al., 2014). However, most drug-induced gene expression changes are very transient and do not fully explain the long-lived alterations in addiction-related behavior (Sen, 2014). It is suggested that the expression or transient-differential-expression of many genes such as immediate-early genes and transcription factors may affect the expression of other genes, and it is of particular importance to investigate gene expression long-after exposure to addictive drugs (Jacobs et al., 2005). In addition, change in the expression of most genes induced by exposure to addictive drugs might have a specific spatiotemporal profile. In this case, gene networks rather than individual genes are thought to be altered, and therefore lead to more enduring neuro-adaptations that drive structural plasticity to control additional behaviors (Palanza, 2001; Chao et al., 2014; Itzhak et al., 2014). Whole-genome gene expression profiles may help reveal the complex gene-gene interaction mechanisms of addiction. Thus, in the current study, we performed transcriptome profiling of the mouse PFC to determine the dynamic changes in this region after repeated cocaine treatment, to understand long-lasting changes in the gene network after cocaine administration.

## Materials and methods

### Cocaine treatment and PFC dissection

Adult male (10-week-old) C57BL/6 J mice (purchased from HFK Bioscience Co., Ltd, Beijing, China) were used in this study. Animals were habituated for at least 1 week in the new environment before experimentation. They were housed 5 per cage, on a 12 h light-dark cycle, and in a constant temperature environment (21 ± 1°C), with access to food and water *ad libitum*.

All mice were randomly divided into cages, with five mice per cage. Cocaine was dissolved in 0.9% saline. Repeated-cocaine treatments is a popular paradigm to explore the mechanisms of cocaine addiction. Consecutive intraperitoneal injections for 7 or 14 days are commonly used in previous studies, which had been demonstrated neuroadaptational changes associated with cocaine addition (Feng et al., 2014; Puig et al., 2014). In the present study, animals received intraperitoneal injections of cocaine (Qinghai Pharmacoceutical, China) at a dose of 20 mg/kg/d during 9:00 to 11:00 a.m. for 14 consecutive days. All control groups received saline injections for 14 consecutive days. Mice were asphyxiated using dry ice, and then the bilateral PFC (0–1.5 mm from the tip of brain) was excised from each animal individually at 2 h, 24 h, or 7 days after the final injection of cocaine and then pooled randomly. The cortical subregions in the excised tissue included frontal association cortex, prelimbic cortex and orbital cortex. To account for inter-animal variations, we obtained 2 biological replicates for each treatment group, with each replicate representing the PFCs pooled from 5 animals. The tissue was stored in liquid nitrogen immediately and then transferred to −80°C refrigerator. All animal protocols were approved by the Review Board of the Institute of Psychology, Chinese Academy of Sciences and were performed strictly in accordance with the Guideline for Care and Use of Laboratory Animals of the Chinese Academy of Sciences.

### RNA sequencing and functional enrichment analysis

To characterize the transcriptome of the PFC, we used RNA sequencing (RNA-seq) to measure the expression levels of all polyA-containing transcripts in the PFC of mice treated chronically with cocaine or saline (control).

RNA was extracted from PFC tissues using Trizol (Invitrogen, Cat. 15596026) following the manufacturer's instructions. Briefly, 50–100 mg tissue was homogenized in 1 ml of TRIzol using a homogenizer. RNA was separated by adding 0.2 ml of chloroform per 1 ml of TRIzol reagent and then precipitated with isopropanol. RNA quantified using a NanoDrop 2000 (Thermo-Fisher Scientific, Waltham, MA, USA), and assessed with an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). The RNA integrity number (RIN) of each sample was >8.

Total RNA (240–380 ng/ul, 2 ug) was used to prepare cDNA libraries according to the manufacturer's protocol (TruSeq™ RNA Sample Prep Kit v2 -Set A, Illumina, San Diego, CA, USA). The brief procedure of library preparation is as follows: enrichment of mRNA by poly A, mRNA fragmentation, first strand synthesis, second strand synthesis, end repair, A tailing, adaptor ligation and PCR (13 cycle, 22.4–26.6 ng/ul × 30 ul).

Paired-end 100 nt sequencing was performed using the Illumina HiSeq2000 (TruSeq PE Cluster Kit v3–cBot - HS and TruSeq SBS Kit v3–HS). These 12 raw sequencing data sets were deposited in the Gene Expression Omnibus of the NCBI (https://www.ncbi.nlm.nih.gov/geo) under accession number GSE89572.

### Bioinformatic processing of the RNA-seq data

After removal of the adaptor sequences and trimming of low quality sequences using cutadapt (Martin, 2011), all reads were aligned to the UCSC mm9 version of the mouse genome assembly using the TopHat2 short read alignment program(Trapnell et al., 2009). Only uniquely mapped reads were used in this analysis. Fragments Per Kilobase of sequence per Million mapped reads (FPKM) were used to normalize the number of aligned reads by the size of the gene and the total number of mapped reads. The changes in gene expression between different groups were analyzed using the Cufflinks 2.0 package (Trapnell et al., 2012). Cufflinks can estimate the relative abundances of these transcripts based on how many reads support each one, taking into account biases in library preparation protocols (http://cole-trapnell-lab.github.io/cufflinks/manual/). Difference in expression of genes with FDR (False Discovery Rate) value < 0.05 were considered as differentially expressed genes.

We identified statistically enriched functional terms from the public databases of the KEGG Pathways (http://www.genome.jp/kegg/pathway.html). Functional terms with FDR-value < 0.05 was considered as statistically significant enrichment.

Time-series clustering was performed to identify statistically significant expression patterns and gene groups among differentially expressed genes (DEGs) using the short time-series expression miner (STEM; Ernst and Bar-Joseph, 2006). STEM uses a method of analysis that takes advantage of the number of genes being large and the number of time points being few to identify statistically significant temporal expression profiles and the genes associated with these profiles. User-defined parameters were set to 35 profiles, maximizing the number of clustering genes, with a minimum correlation threshold of 0.7. Five statistically significant clusters were identified (*p* < 0.05).

### Validation of differentially expressed genes (DEGs)

cDNA was synthesized from 1 μg of total RNA (template) using Superscript III (Invitrogen, CA, USA). The validation of DEGs were determined by real-time quantitative PCR using SYBR Green Mix (CWBIO, Beijing, China). PCR conditions were: 95°C for 10 min, 40 cycles at 95°C for 10 s, 60°C for 60 s, and signal detection for 10 s; dissociation curve analysis was performed at the end of each run, and relative mRNA expression was determined by the standard ΔΔCt method using glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as a normalization control. The primers are listed in Table S1.

### Data analysis

Statistical analyses were performed with GraphPad Prism 6.0 software. Means of relative gene expression between two groups were compared with a two-tailed Student's *t*-test. Statistical significance was set at *p* < 0.05.

## Results

### Quality assessment of the sequenced data

We obtained 36, 913, 048 to 50, 325, 962 short reads of 100 bp from each replicate from both the cocaine treated and control animals. Of these, 84–87.08% were successfully aligned to a reference gene database (Ensembl: *Mus musculus*, NCBI) by TopHat (Trapnell et al., 2009).

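The sequenced tissue was the prefrontal cortex of 60 mice in 6 groups, which received saline or cocaine (20 mg/kg per day for 14 days) and were killed 2 h, 24 h or 7 d after the last injection. Each group gave 2 libraries, and each library pooled the tissue of 5 mice. The authors aligned the reads with TopHat, kept reads that mapped to 1 place, and compared cocaine with saline at each time point with the Cufflinks package. The authors deposited 1 table per time point, which gives for each locus 1 pooled FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for saline and 1 for cocaine, the log2 fold change, a test statistic, a p value and a q value. There are no values per library in the tables, so no spread between replicates was computed, and the depth of each library is unknown from them; the read numbers stated by the paper are the only depth. A standard error (SE) of each log2 fold change was obtained by dividing it by the deposited test statistic, and all log2 fold changes are cocaine over saline. The tables list 41319 loci at 2 h, 42527 at 24 h and 41667 at 7 d, of which the authors tested 16012, 17143 and 16769. Their positions are those of GRCm38: 99.9%, 97.8% and 99.9% of the tested loci that name 1 gene overlapped that gene in GRCm38, against 15.8%, 15.8% and 16.0% in NCBIM37, the build that the methods name as mm9. A locus counted as differentially expressed where its deposited q value was under 0.05, and the Benjamini-Hochberg adjustment recomputed from the deposited p values gave the same loci. Where a gene name stood on several tested loci, the longest locus gave its log2 fold change, and a gene counted as called when any of its loci was. Enrichment of a gene list among the called genes was tested with two-sided Fisher's exact tests over the genes tested at that time point, in a family of 63 tests of list and time point, with Benjamini-Hochberg adjustment. The gene lists were written by hand as gene symbols and are not the KEGG lists that the paper used. The median log2 fold change of each list was also placed among those of 10000 random lists of genes with like FPKM, as a percentile.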

### Overview of the DEGs

For our initial analysis, we used stringent **false discovery rate** (FDR) cutoffs of < 0.05. As showed in Figure 1, we obtained 463, 14, and 535 DEGs from samples obtained 2 h, 24 h, and 7 days after the final administration of cocaine, respectively (corrected *p* < 0.05). Among of them, there were 62/401 (2 h), 3/11 (24 h), and 311/224 (7 d) DEGs with decreased/increased expression level, respectively (Tables S2, S3 and S4). 

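In the authors' deposited tables, 515 tested loci had a q value under 0.05 at 2 h, 30 at 24 h and 595 at 7 d. Of these loci 494, 18 and 561 carried a gene name, and 21, 12 and 34 carried none; of the loci without a name 15, 10 and 22 spanned under 300 bases. The median size of the log2 fold change among the called loci was 0.41 at 2 h, 0.92 at 24 h and 0.36 at 7 d, and the smallest called change was 0.17, 0.48 and 0.22. The median SE over the tested loci with a finite ratio and a mean FPKM of at least 1 was 0.187 at 24 h, 0.148 at 2 h and 0.15 at 7 d. An unadjusted p value under 0.05 was listed for 1614 loci at 2 h, 309 at 24 h and 1956 at 7 d in the authors' deposited tables. These were 10.1%, 1.80% and 11.7% of the tested loci. Without any change a share of 0.05 would be due, and the 24 h share lay below it. The deposited test was thus conservative at 24 h, with a mean p value of 0.625. With the SEs of 24 h put under the 2 h fold changes, 186 genes passed the threshold at 2 h in place of 502; with the SEs of 2 h under the 24 h fold changes, 106 passed at 24 h in place of 15. At 2 h and 7 d the alternative that moved the counts most was a minimum size of 0.5 for the log2 fold change, which left 189 and 117 loci; at 24 h it was taking out the trend over transcript length, tested on named genes with a length only, which left 14.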

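The called loci of the authors' deposited tables split into 72 decreased and 443 increased at 2 h, 9 and 21 at 24 h, and 349 and 246 at 7 d. The decreased share was 13.98% at 2 h (95% Wilson interval 11.25 to 17.24), 30% at 24 h (16.7 to 47.9) and 58.66% at 7 d (54.66 to 62.54); these intervals cover counting error only. The decreased share at 7 d moved most when the trend of fold change with transcript length was taken out, to 32.1% of 137 called genes, and the share at 2 h went to 21.1%. Only called genes with a mean FPKM of at least 1 and a finite ratio were ranked. The largest increases at 2 h were those of Arc, Egr2 and Fos, and the largest decreases those of Ttr, Pyurf and A830073O21Rik. Egr2 rose from 0.466 to 5.72 FPKM at 2 h in the authors' deposited table (log2 3.62; 2.20 with a pseudocount of 1). The log2 fold change at 2 h was -2.04 for Ttr and -1.53 for Pyurf. At 24 h the largest increase with a finite ratio was that of Zfp185, from 0.40 to 12.8 FPKM in the authors' deposited table (log2 5.01), and the largest decreases were -1.18 for both Gm26191 and Gm22405, which have near identical values at every time point, and -0.60 for Hist1h1c. At 7 d Ttr rose from 0.284 to 6.54 FPKM in the authors' deposited table (log2 4.53), and Ighm was listed at 6889 FPKM in saline and 11.5 in cocaine (log2 -9.22, SE 2.18). At 7 d, within the same limits of FPKM and ratio, the next largest increases were Gm22179 (log2 3.12), Gm26191 and Gm22405 (1.98 for both). The next largest decreases at 7 d were those of Lrrc17 (-2.30, or -1.57 with a pseudocount of 1) and Gm26549 (-2.29, or -1.51 with a pseudocount of 1). The 7 d value of Ighm rests on its saline group, since saline had 10.3 FPKM at 2 h and 10.2 at 24 h in the authors' deposited tables.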

Only 4 DEGs were shared by all 3 time points, namely *Dusp6, Fos, Nr4a1*, and *Egr1* (Figure 1).

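The genes called at all 3 time points in the authors' deposited tables were Arc, Dusp6, Egr1, Fos, Mir320 and Nr4a1. Dusp6 (chromosome 10, 99263231 to 99267488 of GRCm38) had log2 fold changes of 1.20, 0.49 and 0.36 at 2 h, 24 h and 7 d (SE 0.07, 0.11 and 0.09). Fos (chromosome 12, 85473890 to 85477273) had 2.82, 1.23 and 1.55 (SE 0.21, 0.20 and 0.28), with 2.02 FPKM in saline and 14.3 in cocaine at 2 h in the authors' deposited table. For Nr4a1 (chromosome 15, 101254209 to 101274792) the values were 2.19, 0.70 and 0.61 (SE 0.12, 0.13 and 0.12), and for Egr1 (chromosome 18, 34859823 to 34864984) 1.54, 1.00 and 0.76 (SE 0.06, 0.11 and 0.08). Arc (chromosome 15, 74669083 to 74672570) had 3.80, 1.22 and 1.74 (SE 0.11, 0.13 and 0.13), and rose from 5.59 to 77.8 FPKM at 2 h, from 23.2 to 54.1 at 24 h and from 6.47 to 21.6 at 7 d in the authors' deposited tables. Mir320 is listed at 0 FPKM in saline at 2 h and 7 d, so no ratio was given there, and its log2 fold change at 24 h was 2.31. With a minimum size of 0.5 for the log2 fold change the shared genes were 5, without Dusp6, and at loci of at least 300 bases 5, without Mir320. Each pair of time points shared more called genes than the margins gave by chance: 13 at 2 h and 24 h against 0.539 (Fisher's exact test, two-sided, p = 3.1e-17), 86 at 2 h and 7 d against 18.4 (Fisher's exact test, p = 1.6e-34), and 8 at 24 h and 7 d against 0.603 (Fisher's exact test, p = 3.8e-08). Of the genes shared by 2 h and 7 d with a ratio at both, 79 of 85 changed in the same direction. For 24 h and 7 d 5 of 7 did; the other 2, Gm22405 and Gm26191, were called lower at 24 h and higher at 7 d. The fold change at 2 h differed from that at 7 d for Arc, Dusp6, Egr1, Fos and Nr4a1, with Benjamini-Hochberg adjusted p values of 4.7e-31, 6.8e-11, 1.3e-11, 0.0262 and 1.5e-16, whereas no difference between 24 h and 7 d passed the threshold for these genes (24 h less 7 d: -0.52, 0.13, 0.23, -0.32 and 0.09 on the log2 scale). At 7 d 30 of 34 immediate-early genes, these 5 among them, had a higher FPKM in cocaine in the authors' deposited table, and cocaine and saline mice were pooled separately.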

**Figure 1:**
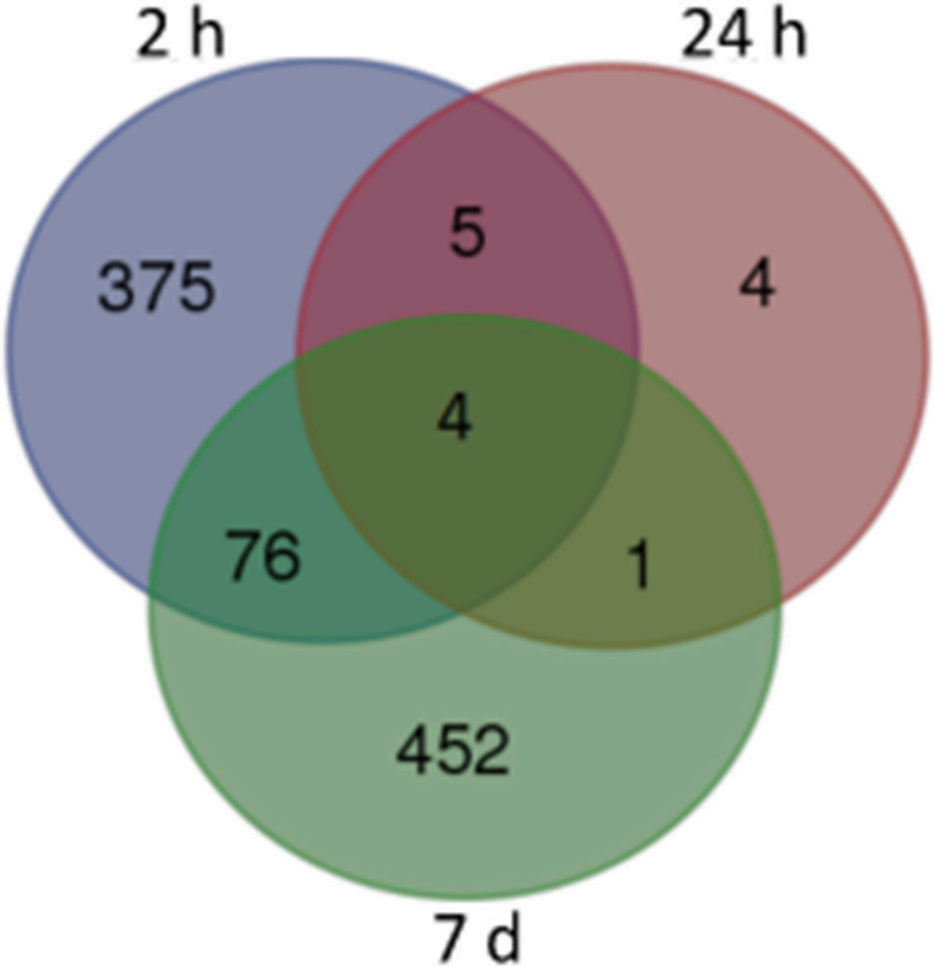
**Venn map of DEGs from different withdrawal time: subsets of significant changes by Tukey's HSD comparison**. The numbers within each segment indicate the number of DEGs of different withdrawal time points.

Through functional enrichments of DEGs, several signaling pathways were enriched at each of the time points (Table 1). Two categories of signaling pathways were enriched (corrected *p* < 0.05) at 2 h. 

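At 2 h, 15 of the 209 tested genes of the MAPK list were called, 14 of them increased, against 7.01 expected (Fisher's exact test, two-sided, p = 0.00545, Benjamini-Hochberg adjusted p = 0.0202), and 18 were called when adjusted over the list alone. The median log2 fold change of this list was 0.07, at percentile 100 of the random lists. In the JAK-STAT list 10 of 95 genes were called, all increased, against 3.19 expected (Fisher's exact test, p = 0.0013, Benjamini-Hochberg adjusted p = 0.00631), 12 adjusted over the list alone. They were Cbl, Ccnd1, Ccnd2, Socs3, Socs7, Spred1, Spred2, Spry2, Spry3 and Spry4, with log2 fold changes from 0.27 for Ccnd1 to 1.24 for Socs3. The JAK-STAT enrichment was the one at 2 h that another setting carried over the threshold: with the trend over transcript length taken out its adjusted p was 0.107, and over all alternatives it lay between 0.00183 and 0.107 (Fisher's exact test, Benjamini-Hochberg). In the WNT list 8 of 108 genes were called against 3.62 expected (Fisher's exact test, p = 0.0289, Benjamini-Hochberg adjusted p = 0.0909, past the threshold only without adjustment), and 9 adjusted over the list alone. The increased WNT genes were Ccnd1, Ccnd2, Fzd1, Fzd2, Smad3, Wnt10a and Wnt4, and Wnt9a was decreased (log2 -0.54).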

The first category comprised the signaling pathways regulating cell division, cell differentiation, and cell death, e.g., the Wnt signaling pathway, mitogen activated protein kinase (MAPK) signaling pathway, and Jak-STAT signaling pathway. The second enriched pathway was related to the circadian rhythm. 

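Of the 26 tested genes of the circadian list, 5 were called at 2 h against 0.873 expected (Fisher's exact test, two-sided, p = 0.00153, Benjamini-Hochberg adjusted p = 0.00681), and 6 adjusted over the list alone. All 5 were increased: Per1 (chromosome 11, 69095165 to 69109960 of GRCm38) with a log2 fold change of 1.24, Per2 (chromosome 1, 91415982 to 91459324) with 1.21, Bhlhe40 with 1.16, Cry1 with 0.64 and Cry2 with 0.28. Per1 rose from 9.17 to 21.7 FPKM in the authors' deposited table, and the q values of Cry1 and Cry2 there were 0.021 and 0.00073. The list as a whole moved little, with a median log2 fold change of 0.05 at percentile 77.6 of the random lists.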

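At 24 h, 3 of the 27 tested circadian genes were called, Per1, Per2 and Bhlhe40, against 0.0304 expected (Fisher's exact test, two-sided, p = 3.4e-06, Benjamini-Hochberg adjusted p = 2.4e-05), and 4 adjusted over the list alone. Their log2 fold changes were 0.77, 1.28 and 0.78, and the q values of Per1 and Per2 in the authors' deposited table were 8.2e-06 and 5.4e-13. Of 213 tested MAPK genes, 3 were called, Dusp6, Fos and Nr4a1, against 0.24 expected (Fisher's exact test, p = 0.00162, Benjamini-Hochberg adjusted p = 0.00681), and 5 adjusted over the list alone. With a minimum size of 0.5 for the log2 fold change, the MAPK enrichment had an adjusted p of 0.164, within 0.0073 to 0.164 over all alternatives (Fisher's exact test, Benjamini-Hochberg). Both enrichments at 24 h rest on 3 genes each.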

Even though the number of DEGs was greatly decreased after 24 h of withdrawal, the circadian rhythm and MAPK signaling pathway were significantly enriched. At the 7 days post-withdrawal time-point, the number of DEGs was increased; however, most of these genes were significantly enriched (FDR < 0.01) in metabolic pathways, for example, the electron transport chain, ribosomes, proteasomes, citrate cycle, and RNA polymerase. These results indicate that distinct pathways are involved in the acute, sub-acute, and long-lasting stages of withdrawal after chronic cocaine treatment.

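Of the 83 tested genes of the oxidative phosphorylation list, 38 were called at 7 d, all decreased, against 3.08 expected (Fisher's exact test, two-sided, p = 1.7e-32, Benjamini-Hochberg adjusted p = 5.4e-31), and 54 adjusted over the list alone. Their median log2 fold change was -0.26, below all random lists of like FPKM, and 79 of the 83 genes had a lower FPKM in cocaine in the authors' deposited table. In the list of cytosolic ribosomal proteins 38 of 85 genes were called against 3.16 expected (Fisher's exact test, p = 5.3e-32, Benjamini-Hochberg adjusted p = 1.1e-30), 56 adjusted over the list alone, with a median of -0.25. For the proteasome 9 of 41 genes were called against 1.52 expected (Fisher's exact test, p = 1.5e-05, Benjamini-Hochberg adjusted p = 8.7e-05), 14 adjusted over the list alone. Neither the RNA polymerase list, with 4 of 27 genes called (Fisher's exact test, p = 0.0167, Benjamini-Hochberg adjusted p = 0.0585; 6 adjusted over the list alone), nor the citrate cycle list, with 3 of 28 (Dld, Mdh1 and Sdhb; Fisher's exact test, p = 0.084, Benjamini-Hochberg adjusted p = 0.24; 7 adjusted over the list alone), passed the threshold after adjustment. Their medians were -0.12 and -0.08, at percentiles 0.47 and 26.2 of the random lists.
The log2 fold change at 7 d rose with transcript length across all genes. Spearman's rho across genes, which are not independent replicates, was 0.473 over 11908 genes and 0.457 over the 11575 genes outside the metabolic lists, against 0.158 and 0.079 outside these lists at 2 h and 24 h. The median transcript length was 971 nt in the oxidative phosphorylation list and 860 nt in the ribosomal list. Among lists from outside the metabolic lists, matched on FPKM and transcript length, both medians still lay low, at percentiles 0 and 0.08, with matched medians of -0.16 and -0.18. With the trend taken out, 6 oxidative phosphorylation genes were called, 5 of them decreased, 3 ribosomal protein genes and 0 proteasome genes, and the medians of the 3 lists were -0.13, -0.06 and -0.10. The enrichments moved most with a minimum size of 0.5 for the log2 fold change: the adjusted p of oxidative phosphorylation was then 0.445 (2.9e-29 to 0.445 over its alternatives; Fisher's exact test, Benjamini-Hochberg).

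**Figure D1:**
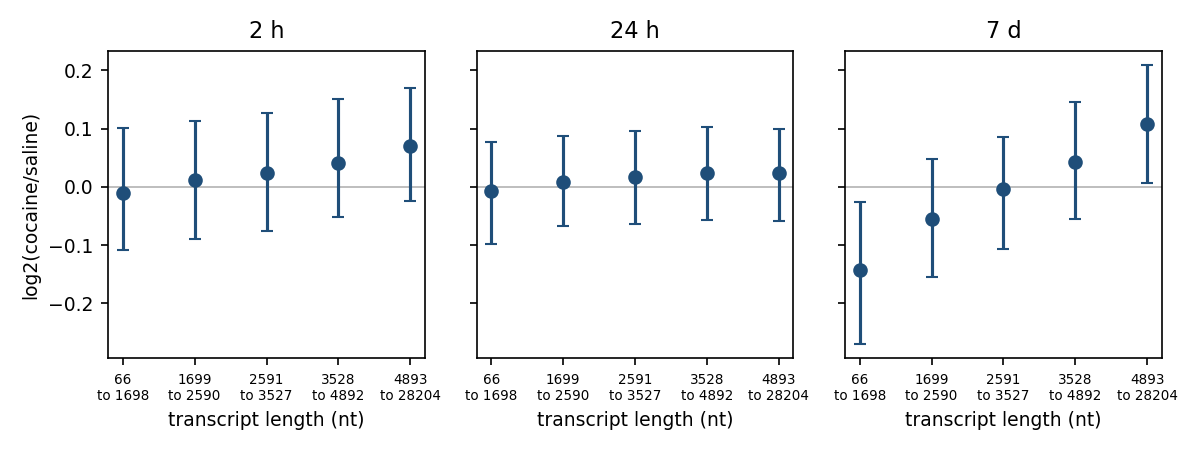
Median log2 fold change (cocaine over saline) at 2 h, 24 h and 7 d in 5 groups of genes by transcript length, with bars from the lower to the upper quartile of the genes. The medians at 7 d go from -0.14 in the shortest group to 0.11 in the longest.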

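Whether a fold change differed between time points was tested for each gene from the difference of the fold changes over their combined SE, with Benjamini-Hochberg adjustment. Of 14431 genes tested at both 2 h and 24 h, 41 differed; of 14194 at 2 h and 7 d, 199 differed; and of 14437 at 24 h and 7 d, 33 differed. Among genes called at 2 h and not at 24 h, 29 of 476 passed this test, and among those called at 2 h and not at 7 d, 80 of 393. Among genes called at 7 d and not at 2 h, 94 of 455 differed, and among those called at 7 d and not at 24 h, 28 of 533. The SEs at 24 h were the widest and its test was conservative, so differences from 24 h were harder to detect. The count for 2 h and 7 d moved most when the trend with transcript length was taken out at each time point, to 72 genes. No called gene of the circadian list was found at 7 d (3 with an unadjusted p under 0.05, 0 adjusted over the list alone), and no oxidative phosphorylation gene was called at 24 h (0 unadjusted, 0 adjusted over the list alone). From the pathways enriched at each time point, the paper concludes that early, intermediate and late withdrawal draw on different pathways.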

**Table 1:** **Distinct pathways involved in different stages of withdrawal after chronic cocaine treatment**.

**2 h after final cocaine administration**			
**#**	**Pathway**	**FDR**	**Pathway ID**
1	Pathways in cancer	0.005854	ko05200
2	Circadian rhythm - mammal	0.005854	ko04710
3	Adherens junction	0.006437	ko04520
4	Circadian rhythm - fly	0.011379	ko04711
5	Jak-STAT signaling pathway	0.011575	ko04630
6	Melanogenesis	0.029236	ko04916
7	Wnt signaling pathway	0.029236	ko04310
8	MAPK signaling pathway	0.029236	ko04010
**24 h after final cocaine administration**			
#	Pathway	FDR	Pathway ID
1	Circadian rhythm - mammal	0.00279	ko04710
2	MAPK signaling pathway	0.013751	ko04010
3	Circadian rhythm - fly	0.030747	ko04711
**7 days after final cocaine administration**			
#	Pathway	FDR	Pathway ID
1	Oxidative phosphorylation	4.86E-32	ko00190
2	Ribosome	3.71E-31	ko03010
3	Parkinson's disease	5.02E-27	ko05012
4	Huntington's disease	1.70E-26	ko05016
5	Alzheimer's disease	2.96E-24	ko05010
6	Proteasome	2.00E-07	ko03050
7	Cardiac muscle contraction	3.95E-06	ko04260
8	Vibrio cholerae infection	2.19E-05	ko05110
9	Metabolic pathways	2.63E-05	ko01100
10	Rheumatoid arthritis	0.001783	ko05323
11	Epithelial cell signaling in Helicobacter pylori infection	0.001876	ko05120
12	Collecting duct acid secretion	0.004512	ko04966
13	RNA polymerase	0.007616	ko03020
14	Citrate cycle (TCA cycle)	0.008566	ko00020
15	Protein export	0.009591	ko03060
16	Gastric acid secretion	0.011006	ko04971
17	Salivary secretion	0.015994	ko04970
18	Vascular smooth muscle contraction	0.016231	ko04270
19	Aldosterone-regulated sodium reabsorption	0.028328	ko04960
20	Long-term potentiation	0.035467	ko04720

*FDR mean “false discovery rate.”

### Clusters from stem analysis and their KEGG pathway analysis

To further utilize the dynamic expression information, we performed time-series correlation analysis on the total DEGs of all 3 time points using the STEM method, which produced 5 clusters of DEGs with significant serial correlation of expression changes (*r* > 0.7; *p* < 0.05). Among them, the expression levels of DEGs in Cluster 1 gradually decreased with time, while those in Cluster 2 first increased and then decreased or returned to the baseline level (the same level as those in the saline group). 

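Of 970 named genes called at any time point, 938 had a log2 fold change at all 3. A re-implementation of the STEM steps placed a starting value of 0 before the 3 time points and assigned each gene to the closest of 35 model profiles. The number of genes per profile was compared with that over all 24 orders of the time points by a binomial test with Bonferroni correction. In this way 7 profiles passed, and joining profiles with a correlation over 0.7 gave 4 clusters with 676 genes. With 50 model profiles the number of clusters was 5, and with each of the other alternatives it stayed at 4. The maximum unit change between time points, which the paper's text does not name, was set to 2.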

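The largest of the 4 clusters held 272 genes in 3 profiles, with median log2 fold changes of 0.45, 0.13 and 0.16 at 2 h, 24 h and 7 d; of these genes 142 rose, fell and rose again. The cluster that comes nearest to a decline held 167 genes in 1 profile, with medians of 0.04, -0.05 and -0.35. All 167 were lower in cocaine at 7 d, and 23 were below 0 at 2 h and fell further at each later time point.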

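A cluster of 139 genes in 2 profiles had median log2 fold changes of 0.18, -0.05 and 0.31 at 2 h, 24 h and 7 d, and all 139 genes rose, fell and rose again. It was the only 1 of the 4 clusters in which every gene had this shape.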

Expression changes in Cluster 3 and Cluster 4 shared a similar pattern of fluctuation, with an initial increase followed by a decrease and then finally another increase. 

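The smallest of the 4 clusters held 98 genes in 1 profile, with median log2 fold changes of -0.10, 0.00 and -0.36 at 2 h, 24 h and 7 d. Of these genes 97 were below 0 at 2 h, higher at 24 h and lower again at 7 d.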

Whereas, expression levels of DEGs in Cluster 5 initially decreased, then increased, and decreased again at the end (Figure 2).

**Figure 2:**
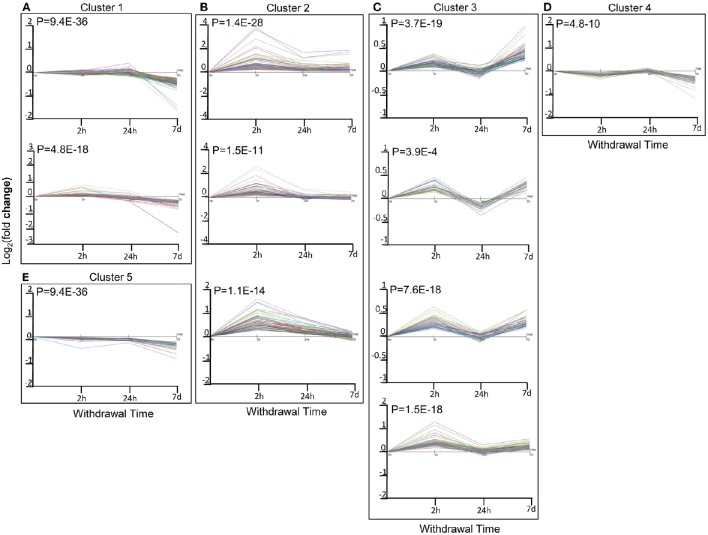
**Correlated expression Clusters and their sub-clusters discovered using the short time series expression miner (STEM) algorithm for time series profile matching: (A)**: Cluster 1 and its sub-cluster; **(B)**: Cluster 2 and its sub-cluster; **(C)**: Cluster 3 and its sub-cluster; **(D)**: Cluster 4 and its sub-cluster; **(E)**: Cluster 5 and its sub-cluster. Different colors within each sub-cluster represented different genes. Values are the mean Log_2_(fold change) values as compared to sacrifice-time matched control animals.

### Clusters 1 and 5: gradual or fluctuant decrease

There were 3 sub-clusters in Cluster 1 that were consistent with the general tendency of gradual or fluctuant decrease, as shown in Figures 2A, 3A. 

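Enrichment of the gene lists in the clusters was tested over the genes with a fold change at all time points, in a family of 84 Fisher's exact tests. The clusters were drawn from called genes only, whereas the 14059 background genes include genes that were not called. A list enriched among the called genes can therefore pass in a cluster whatever its shape over time. These tests cannot tell such enrichment from a link with the shape. The cluster of 167 genes that fell late held 25 oxidative phosphorylation genes against 0.95 expected (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 6.8e-28). It also held 31 genes of the ribosomal protein list (Fisher's exact test, Benjamini-Hochberg adjusted p = 2.1e-37). Lists for the neurodegenerative disorders were not used here.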

The most highly enriched pathways in Cluster 1 were oxidative phosphorylation, and neurodegenerative disorders such as Huntington's disease, Parkinson's disease, and Alzheimer's disease. In addition, the oxidative phosphorylation chain and proteasome were significantly enriched in both Clusters 1 and 5 (Figures 2E, 3E).

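The cluster of 98 genes that fell, rose and fell again held 9 oxidative phosphorylation genes against 0.558 expected (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 5.8e-08). It also held 4 proteasome genes against 0.286 expected (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00141). In the cluster of 167 genes that fell late, the 3 proteasome genes did not pass after adjustment (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0558). Here too the background was not limited to called genes, so enrichment among the called genes enters these values.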

**Figure 3:**
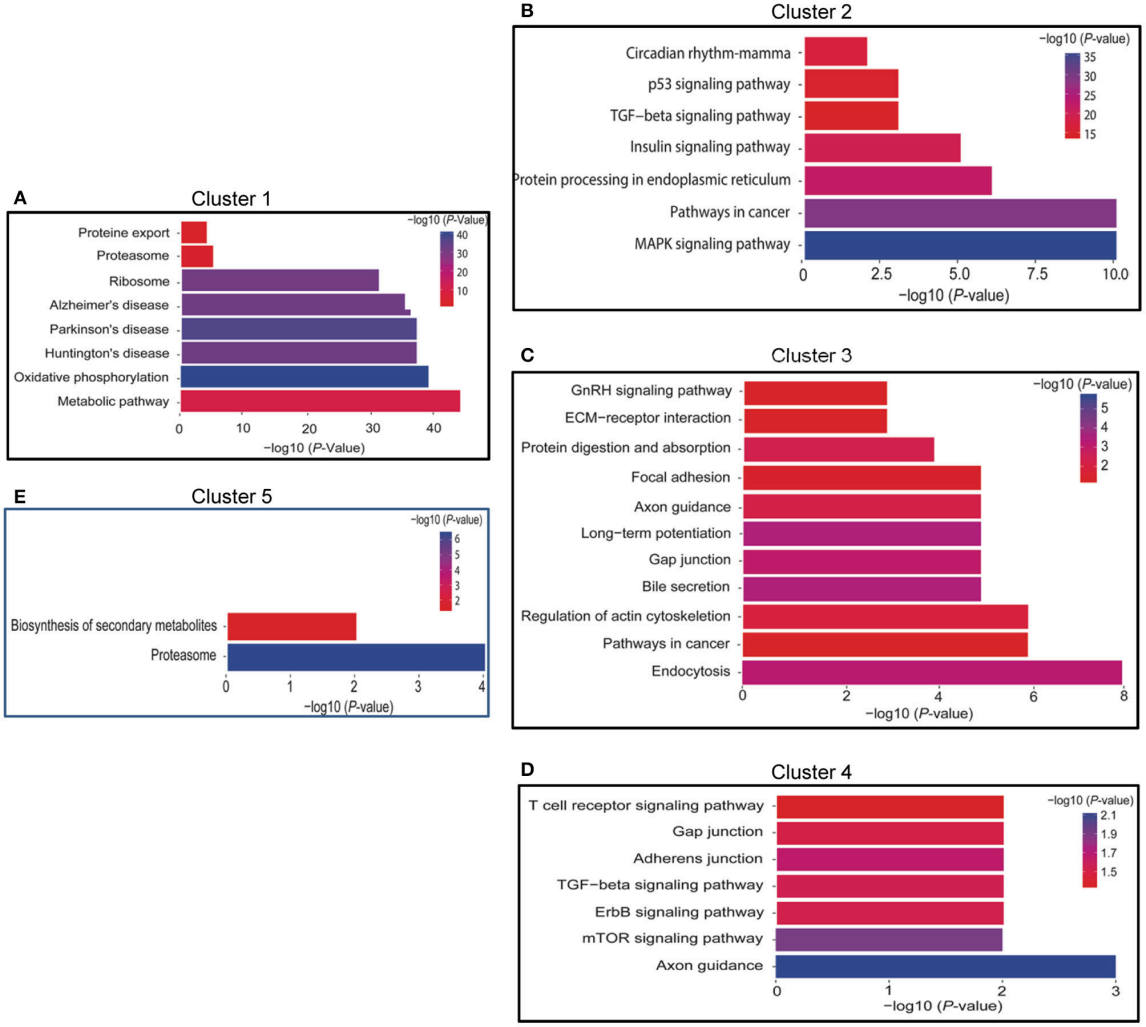
**Functional annotation of DEGs of Time series clusters by KEGG pathways. (A)** Functional annotation of DEGs of cluster 1; **(B)**: Functional annotation of DEGs of cluster 2; **(C)**: Functional annotation of DEGs of cluster 3; **(D)**: Functional annotation of DEGs of cluster 4; **(E)**: Functional annotation of DEGs of cluster 5. The length of the bar represent the number of gene involved in the pathway.

### Cluster 2: initial increase followed by a decrease or return to the baseline

There were 3 sub-clusters in Cluster 2 as showed in Figures 2B, 3B. KEGG pathway analysis of genes within Cluster 2 showed that the MAPK signaling pathway, the p53 pathway, TGF-β signaling pathway, insulin-signaling pathway, and circadian pathway were significantly enriched.

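In the cluster of 272 genes whose median was highest at 2 h, 13 MAPK genes were found against 3.95 expected (Fisher's exact test, two-sided, p = 0.000172, Benjamini-Hochberg adjusted p = 0.00141). JAK-STAT genes numbered 7 against 1.78 expected (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0114) and WNT genes 6 (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0625). Immediate-early genes numbered 23 (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.5e-30). Of the circadian list 0 genes were in this cluster, against 0.503 expected (Fisher's exact test, p = 1). As for the other clusters, the background was not limited to called genes, so these values partly restate the enrichment among the called genes. The p53, TGF-β and insulin pathways were not analysed here.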

### Clusters 3 and 4: fluctuant increase

Clusters 3 and 4 (Figures 2C,D, 3C,D) shared a similar pattern of changes in the expression of DEGs, an initial increase followed by a decrease and then finally an increase. 

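The cluster of 139 genes that rose, fell and rose again held 5 genes of the long-term potentiation list against 0.583 expected (Fisher's exact test, two-sided, p = 0.000287, Benjamini-Hochberg adjusted p = 0.00201). The 5 were Adcy1, Grin2a, Grin2b, Itpr1 and Prkcb, of which Prkcb was placed by its longer locus, with a nearly flat profile (0.04 at 2 h and -0.03 at 24 h) and no call at any time point. It also held 5 genes of the axon guidance list against 1.14 expected (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0297). The 5 genes of the actin cytoskeleton list in it, against 1.65 expected, did not pass after adjustment (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.10). The expected counts are over called and uncalled genes alike, so these tests do not tie the lists to this shape over time.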

KEGG pathway analysis of Clusters 3 showed that they were mainly enriched in plasticity-related pathways, such as long-term potentiation and the regulation of the actin cytoskeleton, while axon guidance was enriched in both Clusters 3 and 4.

### Validation of RNA-seq data by qRT-PCR

We validated these RNA-seq data independently from tissue samples using qRT-PCR. As shown in Table 2, we identified the expression of 10 genes at 3 different withdrawal time points, with 83.3% of genes/time points showing consistent results. 

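The RNA-seq values of genes that the paper names were read from the authors' deposited tables; the qRT-PCR values were not analysed here. Junb (chromosome 8, 84956610 to 84978757 of GRCm38) had log2 fold changes of 2.44, 0.74 and 0.47 at 2 h, 24 h and 7 d, of which those at 2 h and 7 d were called. Fosb (chromosome 7, 19302700 to 19310085) had 1.23 at 2 h (SE 0.24, q value of 4.5e-05 in the authors' deposited table), and -0.10 and 0.11 at 24 h and 7 d. With a pseudocount of 1 the log2 fold change of Fosb at 2 h was 0.86. Dusp1 had 2.05, 0.49 and 0.75, called at 2 h and 7 d. Gapdh, to which the qRT-PCR values were normalized, was not tested at any time point in the authors' deposited tables, where its ratio of cocaine to saline FPKM was 1.05 at 2 h, 1.02 at 24 h and 0.914 at 7 d.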

Some of validated genes have been widely studied on their effects on cocaine exposure, while others have known functions, which may contribute to drug addiction. *Fosb* encoded ΔFosB, a truncated and stable protein, which is a well-characterized transcription factor induced by chronic exposure to virtually all drugs of abuse (Wallace et al., 2008). Nr4a1 increases in frontal cortex (Freeman et al., 2002) and Nr4a3 increases in the medial caudate putamen and cingulate cortex (Werme et al., 2000) after chronic cocaine administration. *Nr4a2* plays an important role in development and differentiation of midbrain DA neurons and *Nr4a2* gene expression decreased in human post-mortem midbrain of cocaine abusers (Leo et al., 2007). Our results further demonstrated that Nr4a1 persistently increased while Nr4a2 and Nr4a3 showed transient changes after cocaine withdrawal, indicating their different roles in different stages of cocaine addiction. 

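Nr4a2 (chromosome 2, 57106830 to 57124003 of GRCm38) had a log2 fold change of 1.06 at 2 h (SE 0.27, q value of 0.00452 in the authors' deposited table), -0.78 at 24 h (SE 1.33) and 0.42 at 7 d. Nr4a3 (chromosome 4, 48045153 to 48086449) had 1.59, 0.77 and -0.08, called at 2 h only. The difference between 2 h and 7 d passed the threshold for Nr4a3, with an adjusted p of 1.6e-04 (Benjamini-Hochberg), and was not detectable for Nr4a2, with 0.964. No difference between 2 h and 24 h passed for either gene (0.49 for Nr4a3 and 1.00 for Nr4a2 after Benjamini-Hochberg adjustment).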

The roles of Wnt pathway in the NAc in long-term cocaine-induced neuroplasticity have been reported (Cuesta et al., 2017). Notch signaling is an important regulator of neuronal homeostasis and Notch1 activation is involved in cocaine-mediated regulation of PDGF-B expression (Yao et al., 2011). In the present study, we found both *Wnt4* and *Notch2* expression increased 2 h after withdrawal and their roles in cocaine addiction should be further investigated. 

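Wnt4 (chromosome 4, 137276680 to 137299726 of GRCm38) had a log2 fold change of 0.42 at 2 h (SE 0.11, q value of 0.0046 in the authors' deposited table), and 0.30 and 0.20 at 24 h and 7 d, where it was not called. Notch2 (chromosome 3, 98013538 to 98150367) had 0.53 at 2 h (SE 0.12, q value of 0.000476 in the authors' deposited table), -0.12 at 24 h and 0.42 at 7 d (q value of 0.136 in the authors' deposited table). Between 2 h and 7 d the fold changes of the pair of genes did not differ, by 0.23 for Wnt4 and 0.11 for Notch2. Notch1 and Wnt7b, which the paper also names, were not called at any time point.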

Cocaine-induced histone methylation at many specific candidate genes is already known (11). We found Kdm6b, a histone demethylase, increased 7d after cocaine withdrawal, indicating its potential role in cocaine addiction for the first time.

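Kdm6b (chromosome 11, 69398508 to 69416040 of GRCm38) had a log2 fold change of 0.25 at 7 d (SE 0.21, q value of 0.789 in the authors' deposited table), so a change was not detectable in these values at this precision. The paper marks a 7 d rise of Kdm6b in its qRT-PCR values and not in its RNA-seq ratio of 1.18. The RNA-seq ratio here was 1.19, so these values do not bear on the qRT-PCR result. At 24 h its log2 fold change was 0.23. At 2 h the authors' deposited table lists 1.21 FPKM in saline and 2.45 in cocaine but holds no test for this gene.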

**Table 2:** **Comparison of RNA-seq and RT-PCR**.

**Gene**	**RNA-Seq**			**RT-PCR**		
	**2 h**	**24 h**	**7 d**	**2 h**	**24 h**	**7 d**
*JunB*	5.4^*^	1.67	1.38^*^	3.70^*^	1.37	1.66^*^
*Nr4a1*	4.53^*^	1.62^*^	1.51^*^	4.37^*^	2.36^*^	1.29^*^
*Nr4a2*	2.03^*^	1.7	1.32	1.40^*^	1.26	1.36
*Nr4a3*	3.01^*^	1.69	1.18	2.10^*^	1.14	0.99
*Kdm6b*	1.00	1.17	1.18	1.16	1.17	1.31^*^
*Notch1*	1.36	1.07	1.22	1.01	0.87	1.18
*Notch2*	1.43^*^	0.92	1.33	0.88	0.81	1.01
*Wnt4*	1.33^*^	1.23	1.14	1.08	1.07	0.84
*Wnt7b*	1.03	1.004	1.005	0.69^*^	0.95	0.73
*Grin2b*	1.09	0.96	1.38^*^	0.92	0.83	1.25

* *p < 0.05 compared with saline control*.

## Discussion

In the current study, we observed dynamic changes in the transcriptome profiling of the PFC of repeated-cocaine treated mice, and found that distinct pathways were involved in the acute, sub-acute, and chronic stages of withdrawal. The main findings of our results include: (1) energy metabolism and protein metabolism pathways showed gradual or fluctuant decrease after cocaine withdrawal; (2) ERK pathway showed persistent changes after cocaine withdrawal; (3) plasticity related pathways, such as long-term potentiation, the regulation of the actin cytoskeleton, and the axon guidance pathway, showed a fluctuant increase after cocaine withdrawal.

### Dynamic decrease of energy metabolism and protein metabolism pathways

Mitochondrial energy production, which occurs through oxidative phosphorylation, requires the action of various respiratory complexes together known as the electron transport chain enzymes (ETC). There are 5 ETC complexes: (i) Complex I (NADH dehydrogenase), (ii) Complex II (succinate dehydrogenase), (iii) Complex III (cytochrome bc1 complex), (iv) Complex IV [cytochrome c oxidase (COX)], and (v) Complex V (ATP synthase). Our results found that over 40 genes in the PFC involved in each ETC complex were gradual or fluctuant decrease after cocaine-withdrawal, indicating that energy metabolism impairment induced by repeated-cocaine treatment showed a time-dependent increase following withdrawal. 

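At 7 d 20 of 37 tested genes of complex I were called, 1 of 4 of complex II, 6 of 10 of complex III, 4 of 15 of complex IV and 7 of 17 of complex V, all decreased. Adjusted over the list alone the counts were 26, 2, 8, 7 and 10. The median log2 fold changes of the complexes were -0.29, -0.18, -0.30, -0.25 and -0.23, and only complex II did not pass Fisher's exact test after adjustment (Benjamini-Hochberg adjusted p = 2.0e-18, 0.369, 4.2e-06, 0.00728 and 1.0e-05). The largest decreases among the called genes were those of Uqcrq (log2 -0.58), Ndufb5 (-0.51) and Cox7a2 (-0.50). Of the 8 tested loci with genes encoded by mitochondrial DNA 1 was called, mt-Nd3 (log2 -0.42), which makes 39 decreased genes, or 45 with the vacuolar ATPase subunits. A stepwise decline was met by part of the list: 50 of 80 genes with a value at every time point had a lower fold change at each later time point than at the one before, and 22 of 80 were lower in cocaine at all 3 time points. At 2 h and 24 h the median of the list was 0.02 and -0.02, and at 24 h 56 of 82 genes were lower in cocaine. Taking out the trend with transcript length left 4 of the 38 genes among the called ones at 7 d.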

Studies in humans, nonhuman primates, and mice have demonstrated cocaine-associated reductions in metabolic activity in the brain. By testing the regional cerebral metabolic rate for glucose, it was found that 10 or 14 days of repeated daily treatment decreased metabolic activity in the mesolimbic dopaminergic pathway, including the PFC (Hammer and Cooke, 1994). The glucose metabolism rate and blood flow significantly decreased in the PFC of cocaine addicts, indicating lower metabolism and activity in brain of cocaine abusers (Goldstein and Volkow, 2002; Volkow et al., 2004). At the molecular level, both metabolic proteins in cocaine addicts and mitochondrial proteins in animal model of cocaine abuse are decreased (Lull et al., 2008). 

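The FPKM values of the 6 groups were set beside each other after each group was centred on the median of all genes; the authors normalized each table separately, so no test was made across tables. Relative to saline at 2 h, the median log2 level of 80 oxidative phosphorylation genes was -0.02 in saline at 24 h and 0.24 in saline at 7 d, and -0.01, -0.05 and 0.03 in cocaine at 2 h, 24 h and 7 d. For 82 ribosomal protein genes it was 0.08 and 0.30 in saline at 24 h and 7 d, and 0.05, -0.02 and 0.07 in cocaine. The difference between cocaine and saline at 7 d, -0.24 in both lists gene by gene, thus goes with a higher level in saline at 7 d than in the other saline groups. Of 534 genes called at 7 d, the saline level lay farther than the cocaine level from the median of the 4 groups of the other time points for 492 (92.1%), against 100 of 466 (21.5%) for the corresponding comparison at 2 h.

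**Figure D2:**
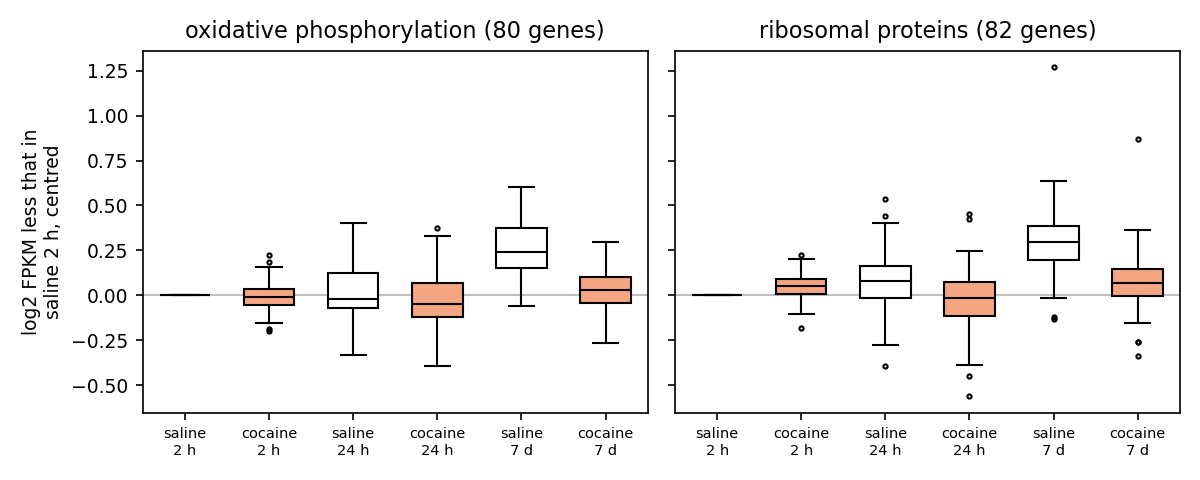
Log2 FPKM relative to saline at 2 h, centred on the median of all genes, for 80 oxidative phosphorylation genes and 82 ribosomal protein genes in the 6 groups; boxes span the quartiles of the genes and lines are medians. Saline at 7 d stands highest, at 0.24 and 0.30.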

Our results further showed a dynamic metabolic decrease after cocaine withdrawal and suggest that this gradual decrease could represent an adaption of the metabolic response to cocaine in the PFC. A recent study found that compulsive drug-seeking behavior induced by repeated cocaine treatment resulted from reduced pyramidal cell excitability mediated by PFC metabolic dysfunction (Chen et al., 2013). Here, we revealed changes of the energy metabolism network underlying repeated cocaine treatment and believe that an adaption of the metabolic response to cocaine in the PFC may be another important mechanism of relapse during protracted abstinence.

Dynamically decreased genes were also enriched in the proteasome pathway, including the subunits composing the core particle of proteasomes during ubiquitin-mediated proteolysis. 

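The 9 proteasome genes called at 7 d were Psma1, Psma2, Psma4, Psma6, Psma7, Psmb1, Psmb5, Psmb6 and Psmb7, all subunits of the core particle and all decreased. Psma2 (chromosome 13, 14613242 to 14625671 of GRCm38) had a log2 fold change of -0.28 (SE 0.08, q value of 0.0194 in the authors' deposited table), and Psma4 had -0.36. Of the 41 tested proteasome genes 39 were lower in cocaine at 7 d, with a median of -0.20, whereas the median at 2 h was -0.03. At 24 h and at 2 h no proteasome gene was called (0 and 3 with an unadjusted p under 0.05, 0 and 0 adjusted over the list alone). The median transcript length of the list was 1512 nt, and among lists matched on FPKM and transcript length its median lay at percentile 0.06. Ube2n (chromosome 10, 95515162 to 95545658) had -0.16 at 7 d and was not called.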

The ubiquitin proteasome system (UPS) controls the degradation of misfolded, newly synthesized proteins, as well as the turnover of specific target proteins. Consistent with our results, many transcriptomic and proteomic studies have described the effects of treatment with drugs of abuse on proteasome subunits or proteins involved in the ubiquitination process (Massaly et al., 2014). In the case of cocaine treatment, ubiquitin-conjugating enzyme E2N and proteasome subunit-alpha type 2 were involved in cocaine-conditioned place preference (Guan and Guan, 2013). Interestingly, it is suggested that synaptic and signaling proteins, especially transcription factors, which mediate enduring neuronal plasticity, could be regulated directly or indirectly by **a UPS-dependent process** (Massaly et al., 2014). Combined with lasting changes in transcription factors such as *Nr4a1, Fos*, and *Egr1* in our results, we speculate that UPS-dependent regulation plays an important role in neuronal plasticity associated with the long-term effect of cocaine.

### ERK pathway showed persistent changes after cocaine withdrawal

The MAPK pathway is one of the most conserved signaling pathways in eukaryotes. Multiple proteins involved in this pathway transfer extracellular biological, chemical, or physical signals into the cell by adding or removing adjacent phosphate groups of the protein molecule(Roux and Blenis, 2004). 

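Apart from Dusp6, Fos and Nr4a1, the MAPK genes called at 2 h were Cacnb1, Crkl, Dusp1, Dusp4, Dusp5, Gadd45b, Hspb1, Mapk11, Mknk2, Pdgfb, Rps6ka2 and Tgfb3. The phosphatases Dusp4 and Dusp5 had log2 fold changes of 1.90 and 1.35 at 2 h, and the decreased gene was Mapk11 (-0.36). Pdgfb had 0.78, Gadd45b 0.77, Hspb1 0.94, Mknk2 0.45, Crkl 0.41 and Cacnb1 0.30. Crk, Gadd45a, Gadd45g, Mapk12 and Mapk14 were tested and not called at any time point, and Mapk13 had no test at any of them in the authors' deposited tables. At 7 d 11 of 209 tested MAPK genes were called, 9 of them increased, 1 decreased and Prkcb on the shorter of its loci, which is not beyond chance (Fisher's exact test, two-sided, p = 0.264, Benjamini-Hochberg adjusted p = 0.593), and 11 adjusted over the list alone. They were Dusp1, Dusp6, Dusp8, Fgfr3, Fos, Map3k9, Mapk4, Nr4a1, Prkcb, Rps6ka2 and Stmn1, among them Fgfr3 with a log2 fold change of 0.43 and Stmn1 with -0.26. Rps6ka2 was called at 2 h (0.39) and at 7 d (0.23, q value of 0.0431 in the authors' deposited table).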

The MAPK signal pathway is divided into 3 sub-pathways: the ERK (extracellular signal-regulated kinase), JNK (c-Jun NH_2_-terminal kinase), and p38 signal pathways (Roux and Blenis, 2004). **Four** genes, phosphorylase Dusp6, and transcription factors Egr1, Fos, and Nr4a1, which all belong to the ERK signaling pathway, showed a persistent expression change after cocaine withdrawal (Table 3).

**Table 3:** **DEGs involved in the MAPK signal pathway**.

**Withdrawal time**	**Pathway**	**ERK**	**p38**	**JNK**
2 h	A.S./Receptor	*Pdgfb/Cacnb1*	–	–
	MAPKKK	–	*Gadd45*	–
	MAPKK	–	–	Crk1
	MAPK/MAPK Phosphatase	Dusp1, Dusp4, Dusp5, Dusp6	p38/Dusp1, Dusp4, Dusp5, Dusp6	Dusp1, Dusp4, Dusp5, Dusp6
	Downstream effectors	Mknk2, Rps6ka2, Fos, Nr4a1	Hsp27	–
24 h	A.S./Receptor	–	–	–
	MAPKKK	–	–	–
	MAPKK	–	–	–
	MAPK/MAPK Phosphatase	Dusp6	Dusp6	Dusp6
	Downstream effectors	Fos, Nr4a1	–	–
7 d	A.S./Receptor	Fgfr3	–	–
	MAPKKK	Prkcb (PKC)	–	–
	MAPKK	–	–	–
	MAPK/MAPK Phosphatase	Dusp1, Dusp6	Dusp1, Dusp6	Dusp1, Dusp6
	Downstream effectors	Stmn1, Fos, Nr4a1	–	–

Several lines of evidence have demonstrated the important roles of the ERK pathway in cocaine addiction. Both acute and repeated injections of cocaine activated ERK in the mesolimbic reward system, including the VTA, PFC, bed nucleus of the stria terminalis, and amygdala (Lu et al., 2006). In addition, ERK contributes to various behavioral effects of cocaine, such as psychomotor sensitization, conditioned place preference, and reconsolidation of memories for cocaine cues (Lu et al., 2006). Importantly, long-lasting changes of the ERK pathway induced by repeated cocaine treatment have been supported by the association of long-term ERK-mediated effects and ERK-dependent activation of FOS and EGR1 (Radwanska et al., 2005). High rates of relapse to cocaine use in humans after prolonged abstinence indicated that the drug-induced adaptation in cellular mechanisms was persistent during abstinence (Lu et al., 2004). A time-dependent increase in cocaine seeking induced by cocaine cues involves activation of ERK signaling, suggesting this pathway mediates the incubation of cocaine craving (Lu et al., 2005). Together, we suggest that long-lasting changes of the ERK signaling pathway in the PFC induced by cocaine treatment may be one of the most important mechanisms underlying cocaine addiction.

### Fluctuant activity of plasticity-related pathways after cocaine withdrawal

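At 7 d the long-term potentiation list had 6 of 60 tested genes called, Adcy1, Grin2a, Grin2b, Itpr1, Prkcb and Rps6ka2 (Fisher's exact test, two-sided, p = 0.0234, Benjamini-Hochberg adjusted p = 0.0777), and 7 adjusted over the list alone. The axon guidance list had 7 of 121 called at 7 d, all increased and from 0.26 for Dpysl2 to 0.57 for Sema3g (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.535), 7 adjusted over the list alone. Of the actin cytoskeleton list 9 of 172 were called at 7 d, with Apc, Arhgap35, Arhgef12 and Fgfr3 increased and Arpc3, Arpc5l, Myl4, Myl6 and Tmsb4x decreased (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.661), 15 adjusted over the list alone. At 2 h 2, 7 and 10 genes of these lists were called (2, 7 and 16 adjusted over the list alone), and none at 24 h (0, 3 and 8 with an unadjusted p under 0.05, 0, 0 and 0 adjusted over the list alone). The medians at 7 d were 0.03, 0.05 and 0.08, and the transcripts were long, with medians of 4547 nt for long-term potentiation and 4548 nt for axon guidance. Among random lists matched on FPKM the long-term potentiation and axon guidance lists lay at percentiles 99.6 and 99.4, and among lists matched on FPKM and transcript length at 52.04 and 32.1. The actin cytoskeleton list stood at percentile 100 among lists matched on FPKM and at 99.98 among those matched also on transcript length. With the length trend taken out the median of the long-term potentiation list changed sign, to -0.00102, that of the actin cytoskeleton list was 0.05, and 1, 1 and 0 genes of the 3 lists were called.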

In the present study, we found that long-term potentiation (LTP), the regulation of the actin cytoskeleton, and the axon guidance pathway demonstrated fluctuant changes after withdrawal of repeated cocaine treatment, consistent with the current opinion that during abstinence, neuroplasticity at many levels, ranging from cellular alterations to morphological and structural changes, plays an essential role in addictive behaviors (Kasanetz et al., 2012; Nyberg, 2014). Repeated cocaine exposure modifies the induction of tetanus-induced LTP *in vitro* and *in vivo*, which was associated with dysfunction of glutamate receptors (Yao et al., 2004; Goto and Grace, 2005). The actin cytoskeleton has been shown to promote presynaptic vesicle movement, postsynaptic glutamate receptor trafficking, and morphogenesis of dendritic spines (Nyberg, 2014). In addition, changes in dendritic spine diameter and density due to chronic cocaine administration were associated with a deteriorating actin cytoskeleton and reduction in glutamate signaling-related proteins (Shen et al., 2009). However, alterations of drug-induced synaptic plasticity were guided by molecular cues, such as axon guidance molecules, that form projection-target connections during rearrangement of the synapse (Bahi and Dreyer, 2005). Together with these results, our findings indicate that potential associations among these varied levels of neuroplasticity play an important role in cortical reorganization after withdrawal of repeated cocaine treatment.

### Common and different changes of gene expression in cocaine responds across different brain regions

Previous studies suggest that circadian genes, including *Per1, Per2*, and *Npas2* in NAc and hippocampus play roles in modulating cocaine reward or sensitization (Abarca et al., 2002; Imbesi et al., 2009). In dorsal striatum, >20% (29 genes total) were identified as genes associated with the circadian system in a total of 139 genes, which were regulated by cocaine self-administration (Lynch et al., 2008). Together with our findings of circadian pathway enrichment in the PFC after repeated cocaine treatment, it is indicated that circadian genes play essential roles in cocaine addiction regardless of treatment paradigm or brain regions.

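Npas2, which the paper names with Per1 and Per2, had log2 fold changes of -0.01, -0.19 and 0.19 at 2 h, 24 h and 7 d and was not called. At 7 d the log2 fold changes were 0.09 for Per1 and 0.34 for Per2, neither of them called. The difference between 2 h and 7 d passed the threshold for Per1 (Benjamini-Hochberg adjusted p of 1.8e-11) and for Per2 (0.000792), and no difference between 2 h and 24 h did (0.487 for Per1 and 1.00 for Per2).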

As mentioned above, MAPK pathway also plays important roles in cocaine addiction across different brain regions. There is evidence indicating that MAPKs have roles in the circadian biological clock. MAPK signaling pathways and circadian clocks affect similar biological processes and defects in either pathway lead to many of the same types of human diseases (Goldsmith and Bell-Pedersen, 2013). Interestingly, our further analysis showed that MAPK and circadian pathway had similar dynamic changes after cocaine withdrawal (*r* > 0.70, *p* < 0.05), indicating that interaction between these two pathways mediated cocaine-induced neuroadaptations.

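Each gene list has 3 values here, the medians at 2 h, 24 h and 7 d, so a correlation between the MAPK and circadian lists across time points was not computed. At 24 h and 7 d the median log2 fold change was 0.01 and 0.06 for the MAPK list and 0.04 and 0.03 for the circadian list, at percentiles 55.0 and 100 and at 84.7 and 89.2 of the random lists. At 7 d the MAPK list stood beyond the middle 95% of the random lists and the circadian list within it; at 24 h both stood within it.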

On another hand, a study compared changes of genes expression with cocaine abstinence between the mPFC and NAc (Freeman et al., 2010). The results showed that only a limited number of changes were observed in both brain regions. Another study showed that genes involved in cholinergic, glutamatergic, and GABAergic signaling transmissions in NAc were in response to chronic cocaine exposure and withdrawal (Eipper-Mains et al., 2013). 

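Grin2b (chromosome 6, 135713030 to 136175829 of GRCm38) had log2 fold changes of 0.13, -0.06 and 0.48 at 2 h, 24 h and 7 d, and rose from 10.2 to 14.2 FPKM at 7 d in the authors' deposited table (SE 0.07, q value of 3.4e-09). Its fold change at 7 d differed from that at 2 h (Benjamini-Hochberg adjusted p of 0.0138) and from that at 24 h (0.0397). Grin2a stands on a pair of tested loci at 7 d: the longer (chromosome 16, 9567701 to 9996519) had 0.44 (SE 0.12, q value of 0.0124 in the authors' deposited table) and the other 0.09. For Grin2a no difference between time points passed the threshold. Fold changes at 7 d rose with transcript length over all genes, to a median of 0.11 in the longest of 5 groups by length. Grin2b (0.48) and the longer locus of Grin2a (0.44) stood above that median. The long-term potentiation list, which holds both genes, had 1 called gene once the trend was taken out. That count does not show which gene it was.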

In our study, only a few neurotransmitter receptors such as Grin2a and Grin2b, were changed in the PFC 7d after cocaine withdrawal. These inconsistent results may reflect distinct roles of genes in different brain regions. In addition, different cocaine treatment paradigms may contribute to these differences. For example, repeated cocaine treatment resulted in different changes of gene network with or without locomotor sensitization test (Eipper-Mains et al., 2013; Feng et al., 2014).

Repeated exposure to cocaine leads to sensitization, and may persist for weeks to years after cessation of drug taking, which may contribute to drug relapse (Hyman et al., 2006). Our finding indicates that maladaptive neural plasticity after repeated cocaine treatment is an ongoing, degenerative process with dynamic changes of the gene network at different stages of withdrawal. The long-lasting adverse effects on neuropsychiatric impairments that persist following abstinence lead to poor treatment outcomes. Understanding the dynamic profile of gene expression after abstinence could be helpful in developing new therapeutic approaches according to different periods of abstinence.

## Author contributions

Conceived and designed the experiment: MZ; Performed the experiment: ML, PX, and YX; Analyzed the data: WT and HT; Contributed reagents/materials/analysis tools: MZ; Wrote and Revised the manuscript: QD and MZ.

## Funding

This work was supported by the National Natural Science Foundation of China (No. 30870821; No. 91132728); and Key Laboratory of Mental Health, Institute of Psychology, Chinese Academy of Sciences.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dynamic Expression Changes in the Transcriptome of the Prefrontal Cortex after Repeated Exposure to Cocaine in Mice
**Source:** Front Pharmacol. 2017 Mar 23;8:142. doi: 10.3389/fphar.2017.00142
**Supplement:** Supplementary file 1

Supplementary

Table S1. primers used for qRT-PCR analyses.

| Gene | Sequence of primer (5’-3’) | |
| --- | --- | --- |
|  | Forward | Reverse |
| *JunB* | AGCAGGGCGACTTGAGGA | GGTGATACTGGCAATTATGC |
| *Nr4a1* | TCGTGTCAGCACTATGGG | GTCCGTACAACTTCCTTCACC |
| *Nr4a2* | ACTATTCCAGGTTCCAGGCA | AAGATGAGTTTACCCTCCACTG |
| *Nr4a3*  *Kdm6b*  *Notch1*  *Notch2*  *Wnt4*  *Wnt7b*  *Grin2b* | GGTTAAGGAAGTTGTGCGT  GAAATTCCGAGAGTCCTACCT  ACAGTGCAACCCCCTGTATG  AGCAGGAGGTGATAGGCTCT  GCAGGAAGGCCATCTTGACAC  GGCAATCTGAGCAATTGTGG  ACCTCCTGTGTGAGAGGAAATC | CATTCATCATACAGATCGGAGG  CCTAAGTTGAGCCGAAGTG  CCGCAGAAAGTGGAAGGAGT  TGGGCGTTTCTTGGACTCTC  GGCTTGAACTGTGCATTCCG  TCCAGAACCTTTCTGCCC  GGATGCCGGGGATAGAAAGG |

# Supplementary material for: Dynamic Expression Changes in the Transcriptome of the Prefrontal Cortex after Repeated Exposure to Cocaine in Mice
**Source:** Front Pharmacol. 2017 Mar 23;8:142. doi: 10.3389/fphar.2017.00142
**Supplement:** Supplementary file 2

Supplementary

Table S2. The DEGs involved in 2 hours of withdrawal after chronic cocaine treatment.

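The copy of Table S2 used here holds 460 genes, 62 decreased and 398 increased, and the paper counts 463. It gives for each gene the FPKM of saline and of cocaine and their log2 ratio. Over 453 genes found in both this copy and the authors' deposited table, the saline FPKM of the copy differed from the saline FPKM of the authors' deposited table by a median size of 0.00503 on the log2 scale, and from the cocaine FPKM by 0.409.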

# Supplementary material for: Dynamic Expression Changes in the Transcriptome of the Prefrontal Cortex after Repeated Exposure to Cocaine in Mice
**Source:** Front Pharmacol. 2017 Mar 23;8:142. doi: 10.3389/fphar.2017.00142
**Supplement:** Supplementary file 3

Supplementary

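All 14 genes of Table S3 were found, 3 decreased and 11 increased, and 13 of them were called at 24 h in the authors' deposited table. The exception was Foxp4, which the authors' deposited table lists with 30.7 FPKM in saline and 14.8 in cocaine (log2 -1.05, q value of 0.0523). The named genes called at 24 h that Table S3 does not hold were Gm26191, Mir2137, Mir320, Per1 and Trib1, of which Trib1 had a log2 fold change of 0.69 (q value of 0.000928 in the authors' deposited table).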

Table S3 The DEGs involved in 24 hours of withdrawal after chronic cocaine treatment.

| gene | Saline  FPKM | Cocaine  FPKM | log2  (fold_change) | significant |
| --- | --- | --- | --- | --- |
| Foxp4 | 30.7852 | 10.383 | -1.56801 | yes |
| Hist1h1c | 15.5597 | 10.2986 | -0.59537 | Yes |
| Zfp185 | 0.399021 | 12.6891 | 4.99098 | Yes |
| Arl4d | 6.24447 | 10.493 | 0.74878 | Yes |
| Bhlhe40 | 28.0388 | 48.1011 | 0.778645 | Yes |
| Egr2 | 0.711922 | 2.29304 | 1.68747 | Yes |
| Klf10 | 8.83267 | 13.0117 | 0.558889 | Yes |
| Per2 | 1.27367 | 3.08517 | 1.27636 | Yes |
| Gm22405 | 105.119 | 46.3667 | -1.18086 | Yes |
| Arc | 23.0593 | 53.9336 | 1.22583 | Yes |
| Dusp6 | 18.281 | 25.6758 | 0.490065 | Yes |
| Egr1 | 34.8967 | 69.8103 | 1.00035 | Yes |
| Fos | 3.93219 | 9.21691 | 1.22895 | yes |
| Nr4a1 | 15.2016 | 24.8133 | 0.706887 | yes |

# Supplementary material for: Dynamic Expression Changes in the Transcriptome of the Prefrontal Cortex after Repeated Exposure to Cocaine in Mice
**Source:** Front Pharmacol. 2017 Mar 23;8:142. doi: 10.3389/fphar.2017.00142
**Supplement:** Supplementary file 4

Supplementary

Table S4. The DEGs involved in 7days of withdrawal after chronic cocaine treatment.

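Of Table S4 the copy used here holds 534 genes, 310 decreased and 224 increased, where the paper counts 535. Over 528 genes found in both, its saline FPKM differed from the saline FPKM of the authors' deposited table by a median size of 0.00263 on the log2 scale. Prkcb, one of its genes, stands on a pair of tested loci in the authors' deposited table: the longer had 111 FPKM in saline and 113 in cocaine (log2 0.02), and the shorter 12.3 and 22.9 (log2 0.90, SE 0.25, q value of 0.014).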

How the deposited data were processed for this re-analysis (not part of the article)

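RNA from the prefrontal cortex of mice was sequenced 2 h, 24 h and 7 d after the last of 14 daily injections of saline or cocaine (20 mg/kg). The 6 groups gave 12 libraries, 2 per group, and each library pooled 5 mice, so that 60 mice were used. The authors trimmed the reads, aligned them with TopHat2, kept uniquely mapped reads and ran Cuffdiff of the Cufflinks package on the 2 groups of each time point. The tables that the authors deposited, 1 per time point, hold for each locus a pooled FPKM per group, the log2 fold change, a test statistic (a score whose sign is opposite to that of the fold change), a p value and a q value. The deposited q value was checked to be the Benjamini-Hochberg adjustment of the deposited p value over the tested loci, and the deposited p value to be the two-sided normal probability of the test statistic. Loci at an FPKM of 0 in 1 group carry no finite ratio in the deposited tables (160, 181 and 222 tested loci at 2 h, 24 h and 7 d), and were counted among the called loci where their q value was under 0.05 but left out of medians and of tests of fold changes.

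Values per library are not used here, because each deposited FPKM is pooled over the 2 libraries of a group. The depth behind each value is therefore unknown from the tables, and the precision is given by the SE, the absolute ratio of the deposited log2 fold change to the deposited test statistic. The protocol text of the sample labels differs from the paper in the read length and gives 6 libraries where 12 samples are listed, and the paper's description was used. The columns of the deposited tables were matched to saline and cocaine by the FPKM values of the paper's supplementary tables. Chromosome positions are 1-based and on GRCm38, to which the loci were matched; the methods name mm9. The copies of Tables S2 and S4 hold fewer genes than the paper counts and were used for comparing values only.

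The values were processed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plotted with matplotlib 3.10.9. A locus was called at a deposited q value under 0.05. Genes that share a name across several tested loci (152, 781 and 200 names) took their fold change from the longest locus; ties went to the higher mean FPKM, a rule chosen after such loci had been seen. The genes named in the text were every gene that the paper names and every gene called at all 3 time points. With them were the 3 called genes with the largest increase and the 3 with the largest decrease per time point. Those were taken among genes with a mean FPKM of at least 1 and a finite ratio. The 3 genes with the largest difference among those called in opposite directions at 2 h and 7 d were named too. Called members of the gene lists, the genes that differ between Table S3 and the calls at 24 h, Rps14, Rps21, Rps29 and the marker genes given with their levels were named after their values were seen.

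Gene lists were written as gene symbols: oxidative phosphorylation and its complexes I to V, genes encoded by mitochondrial DNA, vacuolar ATPase, cytosolic and mitochondrial ribosome, proteasome, RNA polymerase, citrate cycle, circadian rhythm, MAPK, WNT and JAK-STAT signaling, long-term potentiation, axon guidance, actin cytoskeleton and immediate-early genes. Marker lists for choroid plexus, oligodendrocytes, striatal neurons, olfactory bulb, red blood cells and vascular cells were used only to weigh unequal dissection or other cells. Enrichment among called genes used two-sided Fisher's exact tests over the tested genes, adjusted by Benjamini-Hochberg over 63 tests of list and time point. The median fold change of a list was placed among 10000 random lists of the same size matched on mean FPKM in 20 groups; genes are not replicates, so no p value was attached. Overlaps of calls between time points used Fisher's exact test, and shares of decreased calls carry 95% Wilson intervals. Differences of fold change between time points were divided by the root of the summed squared SEs, compared with the normal distribution and adjusted by Benjamini-Hochberg. The STEM steps were re-implemented with 35 model profiles, a maximum unit change of 2, a starting value of 0, all 24 orders of the time points, a binomial test with Bonferroni correction at 0.05 and joining of profiles over a correlation of 0.7; enrichment in the clusters was adjusted over 84 tests. Transcript length and GC content were those of the longest protein-coding transcript of the same symbol, found for 88.7%, 87.4% and 87.5% of the tested genes at 2 h, 24 h and 7 d. The trend over length was the median fold change in 20 groups of genes with a mean FPKM of at least 1 outside the metabolic lists; after it was taken out, the p values were recomputed with the same SEs and adjusted over the genes with a length.

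The steps were tested on simulated data. Of 200 genes with a planted change 76% were called, 3.80% of 158 calls were not planted, and 0 calls were made among 14000 genes without any change. Of 200 genes with a planted difference between time points 63.5% were called, and 0 of 14000 genes with the same planted changes. The planted changes were larger than the median called change at 2 h (0.41) and 7 d (0.36). The noise was drawn for each gene on its own from the SEs that the test used. These rates therefore do not show how well the deposited SEs describe the real spread. A list of 80 genes lowered by 0.2 stood at percentile 0, and 4.5% of random lists of 80 genes fell past the 2.5th or 97.5th percentile. A planted trend with transcript length went from a rho of 0.593 to 0.00854 over 14000 genes, but the 80 shortest genes, lowered by 0.2 beside the trend, kept a median of -0.29, so the correction leaves part of the trend in the shortest genes. The STEM steps found 4 of 4 planted shapes in 900 genes, with 91.3% of 600 planted genes in a cluster, and 0 clusters in 900 genes without a shape.

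The tests, the gene lists, the rule for named genes and 30 alternatives were chosen before the data were examined, and 12 alternatives were added afterwards. The chosen alternatives were a recomputed adjustment, a q value under 0.01, a mean FPKM of at least 1, loci that name 1 gene only, a log2 fold change of at least 0.5 in size, fold changes centred on the median of all genes, pseudocounts of 1 and 0.1, random lists matched also on transcript length (10 groups of each), and for STEM a unit change of 3, a correlation of 0.8, 50 profiles and called genes with a mean FPKM of at least 1. Added were named loci only, loci of at least 300 bases, fold changes with the trend over transcript length taken out, the locus with the higher mean FPKM, and the extension of the filters to enrichment and to differences between time points. A fit with limma on values per library, kept for tables with 1 column per library, was not run because the FPKM values are pooled. Left out were the qRT-PCR values, the loci that the authors did not test, and pathways without a list, such as p53, TGF-β, insulin and neurodegenerative disorders; the calls within 1 marker list are also left out.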

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

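The tests on loci without a gene name, on endothelial, mural and fibroblast markers and on blood were chosen only after the result they weigh was seen.

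Fold changes that differed between time points drew attention because the difference itself was tested: 41 genes differed between 2 h and 24 h (523 without adjustment), 199 between 2 h and 7 d (952) and 33 between 24 h and 7 d (680). Between 2 h and 7 d 171 of the 199 were higher at 2 h and 28 at 7 d. Transcript length is a candidate explanation for a part: among 12647 genes with a length 178 differed between 2 h and 7 d, and 72 after the trend with length was taken out at each time point, 71 of them shared. For those 71 genes it is argued against as the whole cause, and time after the last dose stays open as an untested explanation, as do differences between the saline groups. Each fold change rests on 2 pooled libraries per group and each time point has its own saline group.

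Ttr was called lower at 2 h and higher at 7 d, with a difference of -6.57 on the log2 scale (2 h less 7 d, Benjamini-Hochberg adjusted p of 1.2e-11). Ttr marks choroid plexus, and a different amount of this tissue in the dissected cortex might produce both changes. Of 8 comparisons of other choroid plexus markers at 2 h and 7 d, 3 went as Ttr did. These were Igf2, Kcnj13 and Kl at 7 d. At 2 h Enpp2 (0.07), Igf2 (0.24) and Kcnj13 (0.32) were all higher in cocaine, while Ttr was lower. Of the 18 listed markers 4, 4 and 6 were tested at 2 h, 24 h and 7 d, and they are either high in this tissue, such as Enpp2 (78.9 and 82.7 FPKM in saline and cocaine at 2 h in the authors' deposited table) and Igf2 (38.1 and 44.99), or near the floor, such as Kcnj13 (1.54 and 1.92), with list medians of 0.15 at 2 h and 0.21 at 7 d at percentiles 91.9 and 94.9 of random lists, so that carried-over choroid plexus and a change of Ttr within cortex cannot be told apart. With a pseudocount of 1 the 7 d log2 fold change of Ttr was 2.56 in place of 4.53.

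Mir6236 and Lars2 were called higher at 2 h and lower at 7 d, with differences of 1.35 and 1.11 (Benjamini-Hochberg adjusted p of 3.2e-25 and 2.6e-13). Lars2 had 1399 FPKM in saline at 7 d and 801 in cocaine, against 566 and 697 at 2 h and 634 and 519 at 24 h in the authors' deposited tables. Mir6236 had 69894 and 35001 FPKM at 7 d, 19065 and 24328 at 2 h and 34379 and 43399 at 24 h at its longer locus in the authors' deposited tables; at its other locus the log2 fold changes were -1.74, 0.49 and 2.27, opposite at each of 2 h and 7 d. The saline group of 7 d stands apart for both, as it does for 92.1% of the genes called at 7 d, so a saline group at 7 d apart from the others is a candidate explanation. Reads shared with other loci were not tested, and cocaine and time stay open as untested explanations.

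Rps14, Rps21 and Rps29 were also called higher at 2 h and lower at 7 d, with differences of 0.50, 0.49 and 0.47 (Benjamini-Hochberg adjusted p of 0.000235, 2.2e-05 and 7.0e-05). The genes encode short ribosomal proteins and belong to a list whose median was 0.08 at 2 h and -0.25 at 7 d. A higher level in saline at 7 d may explain the later change, since the list stood at least 0.22 above both other saline groups while cocaine at 7 d stood 0.01 and 0.08 above the other cocaine groups. Transcript length alone is argued against for the list, which lay at percentile 0.08 of lists matched on FPKM and length, although the length correction leaves part of the trend in the shortest genes. Reads shared with ribosomal pseudogenes were not tested, and cocaine and time stay open.

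Loci without a gene name, which the paper does not discuss, held 67 calls over the 3 time points. Of these 47 (70.1%) spanned under 300 bases, against 5 of 1073 called loci with a name (0.466%). Their median FPKM was 13596 at 2 h, 660006 at 24 h and 28563 at 7 d, against 12.8, 16.6 and 38.4 for called loci with a name in the authors' deposited tables. These values are consistent with loci too short for the sequenced fragments, where FPKM is scaled by a small length, in a test that was chosen after the loci had been seen. For the longer loci a transcribed region without a name stays open and was not tested.

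Red blood cell genes, outside those that the paper discusses, had 4 called members at 2 h among 5 tested of 7 listed: Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, with log2 fold changes of 0.64, 0.66, 0.59 and 0.73. More blood in the cocaine pools may explain it, since all 5 tested genes were higher, Alas2 among them (1.04 and 1.51 FPKM in the authors' deposited table, log2 0.54, not called). The hemoglobin paralogs are near identical and reads shared between them make them less than 4 independent values. At 2 h the highest level of these genes was 170 FPKM for Hbb-bs in cocaine in the authors' deposited table. Adjusted over the list alone 4 genes were called at 2 h; at 7 d 2 were called, 3 adjusted over the list alone, and the median was 0.27. A change of hemoglobin expression in brain cells after cocaine stays open as untested.

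Vascular cell markers had 5 called genes at 7 d, all higher: Acta2 (0.48), Cd248 (0.65), Col1a1 (0.54), Col1a2 (0.39) and Flt1 (0.33); 7 were called adjusted over the list alone. All 14 listed genes are expressed in this tissue, and their median of 0.30 lay at percentile 100 of lists matched on FPKM and at percentile 100 of lists matched on FPKM and transcript length, which argues against length. More endothelial cells in the cocaine pools may explain the endothelial part, whose 6 markers had a median of 0.14 at percentile 99.0. Of these markers 4 were higher and 1, Flt1, was called. The 3 most abundant, Cldn5 (0.12), Ly6c1 (-0.04) and Ly6a (-0.15), were not called, so the endothelial part stays undecided. More endothelial cells are argued against for the 8 mural and fibroblast markers, whose median was 0.44. The 3 most abundant endothelial markers all stayed below that median by more than 2 SEs. More mural cells or fibroblasts in the dissected tissue, and a change after cocaine, stay open and were not tested. A saline group at 7 d apart from the others was not tested for this list and stays open too. Saline FPKM at 2 h, 24 h and 7 d was 9.59, 9.84 and 6.71 for Acta2 and 2.47, 2.67 and 1.73 for Cd248. For Flt1 it was 11.2, 11.2 and 9.08. For Col1a1 (1.69, 2.27 and 1.75) and Col1a2 (4.63, 6.30 and 4.69) saline at 7 d was not the lowest.

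Mitochondrial ribosome genes, which the paper does not discuss, had 10 calls among 77 tested at 7 d, all lower (Fisher's exact test, two-sided, p = 0.000536, Benjamini-Hochberg adjusted p = 0.00282), and 22 adjusted over the list alone. Their log2 fold changes went from -0.51 for Mrpl54 to -0.30 for Mrpl50, and 74 of the 77 genes were lower. Transcript length as the whole cause is argued against by their median of -0.21. It lay at percentile 0 of lists matched on FPKM and length, whose median was -0.12. Over the genes with a length, however, calls in this list went from 13 to 1 when the trend was taken out. The 10 calls above are by the deposited q value over all tested loci. The higher saline level at 7 d that was measured for oxidative phosphorylation and ribosomal proteins was not tested for this list, and cocaine stays open as an untested explanation.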

How the results depend on the processing

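The tests under 12 alternatives were chosen only after the result was seen: named loci only, loci of at least 300 bases, the trend over transcript length taken out, the locus with the higher mean FPKM, and every alternative for enrichment and for differences between time points. Over the alternatives chosen before, 429 of 467 values over 222 results kept their direction and side of the threshold or stayed within their margin, 7 were weaker, 31 moved and 0 reversed. Over the added alternatives, 112 of 138 values over 52 results did so, 17 were weaker, 1 was stronger, 7 moved and 1 reversed. Of the moved values 26 were log2 fold changes of named genes, all under a pseudocount of 1. Of the 467 values 320 were such fold changes under a pseudocount. A pseudocount cannot alter the direction of a fold change, so for these values the absence of reversals was fixed in advance.

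The count of called loci went from 189 to 515 at 2 h, from 14 to 30 at 24 h and from 117 to 595 at 7 d. A minimum size of 0.5 for the log2 fold change gave 189 at 2 h and 117 at 7 d, and a q value under 0.01 gave 304 at 7 d, in each case because the threshold is stricter. At 24 h there were 18 with loci that name 1 gene only and 18 with named loci only, since loci without a name are left out by construction. With the trend over transcript length taken out there were 14 at 24 h, since only named genes with a length were tested, and 137 at 7 d. The decreased share at 2 h was 18.5% with a minimum size of 0.5 and 21.1% with the length trend taken out, and at 7 d it was 32.1% with the length trend taken out. Genes called at all time points numbered 5 to 6, and STEM clusters 4 to 5.

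The medians of gene lists moved with the length trend. With it taken out the long-term potentiation list at 7 d reversed to -0.00102, the axon guidance list went to 0.0211 at 7 d and 0.0213 at 2 h, the long-term potentiation list to 0.0034 at 2 h and the RNA polymerase list to -0.0364 at 7 d, all within the middle of the random lists. The vacuolar ATPase list at 7 d went to -0.10 and passed below the 2.5th percentile of them. Long-term potentiation at 2 h stood at the edge and lost its place with a mean FPKM of at least 1 (0.0592), with a pseudocount of 1 (0.0524) and with the locus with the higher mean FPKM (0.0580); the cause was not tested. Among lists matched on FPKM and transcript length the percentiles were 6.34 for RNA polymerase, 52.04 for long-term potentiation and 32.1 for axon guidance at 7 d, and 87.7 and 91.2 for the latter pair at 2 h, where the matching on length is the only change. The medians of oxidative phosphorylation, ribosome, mitochondrial ribosome and proteasome at 7 d stayed below the 2.5th percentile of the random lists under every alternative run.

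The enrichments at 7 d lost their place under a minimum size of 0.5, which few of their genes reach: the Benjamini-Hochberg adjusted p was then 0.445 for oxidative phosphorylation (2.9e-29 to 0.445 over its alternatives) and 1 for the ribosome (3.5e-29 to 1), the mitochondrial ribosome (0.00676 to 1), the proteasome (0.000234 to 1) and the vacuolar ATPase (0.00019 to 1). The length trend taken out gave 0.274 for the ribosome, 1 for the mitochondrial ribosome, 1 for the proteasome and 0.0740 for the vacuolar ATPase, and 0.00282 for oxidative phosphorylation with 6 genes called. A q value under 0.01 gave 0.123 for the vacuolar ATPase, for which the cause was not tested. At 2 h JAK-STAT had 0.107 with the length trend taken out (0.00183 to 0.107), and at 24 h MAPK had 0.164 with a minimum size of 0.5 (0.0073 to 0.164), where Dusp6 falls below the minimum. The enrichments of circadian genes at 2 h (0.00235 to 0.0106) and 24 h (3.1e-05 to 4.4e-05) and of MAPK at 2 h (0.00227 to 0.0247) passed under every alternative run.

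Genes whose fold changes differ between time points went from 35 to 42 for 2 h and 24 h, from 72 to 201 for 2 h and 7 d and from 13 to 35 for 24 h and 7 d; the lowest values, 72 and 13, came with the length trend taken out.

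No paired analysis was possible because the deposited tables hold 1 pooled value per group and no value per library. For the same reason the alternatives without each replicate in turn (leave-one-out) and with the replicate number as a block were not run. The pooling limits every result: no spread between the 2 libraries of a group can be set against a difference, and a single library that stands apart cannot be found.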

Differences from the paper's values

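No tests were chosen for these values, and the settings chosen after seeing them are named as such. At 24 h 30 loci were called, against the paper's 14 differentially expressed genes; 9 were decreased against the paper's 3, and 21 were increased against the paper's 11. Of the alternatives set before the data were examined, loci that name 1 gene only closed these gaps, with 18 called, 3 decreased and 15 increased. A recomputed adjustment (30), a q value under 0.01 (27), a mean FPKM of at least 1 (30) and a minimum size of 0.5 for the log2 fold change (28) did not. Named loci only gave 18, loci of at least 300 bases 20 and fold changes with the trend over transcript length taken out 14, counts within 1.5 times the paper's in 3 settings that were chosen after seeing the values.

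The ratio of cocaine to saline for Nr4a2 at 24 h was 0.583, against the paper's 1.7 in Table 2. The inverse ratio, saline to cocaine, which was looked at after seeing the values, was 1.72. With a pseudocount of 1, set before the data were examined, the ratio of cocaine to saline was 0.70, in the direction opposite to the paper's and within the margin only because of the wide SE of 1.33; with a pseudocount of 0.1 it was 0.599 and the gap stayed. For Kdm6b at 2 h the ratio was 2.03, against the paper's 1 in Table 2; neither a pseudocount of 1 (1.56) nor one of 0.1 (1.95) closed the gap. The paper's Table S2 itself lists Kdm6b, with a log2 ratio of 1.03. The log2 ratio of Foxp4 at 24 h was -1.05, against the paper's -1.57 in Table S3, and of Prkcb at 7 d 0.0249 at its longer locus, against the paper's 0.942 in Table S4. No alternative was set for Foxp4 or Prkcb before the data were examined; the shorter locus of Prkcb, taken up after seeing the values, had 0.90.

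The paper names Dusp6, Fos, Nr4a1 and Egr1 as the genes shared by all time points, and Arc and Mir320 were called at all 3 as well. The paper lists Foxp4 among the genes changed at 24 h, and its q value in the authors' deposited table was 0.0523; the same tables call Per1 at 24 h, which Table S3 leaves out. The paper lists Rps6ka2 at 2 h alone in Table 3, and it was called at 7 d as well, with 0.23. The paper describes enrichment of RNA polymerase and citrate cycle genes at 7 d and of the Wnt pathway at 2 h, and with the lists written here none of the 3 passed after adjustment (Benjamini-Hochberg adjusted p of 0.0585, 0.24 and 0.0909). The paper describes a gradual or fluctuating fall of the electron transport chain genes, and the median fold change of the list was 0.02, -0.02 and -0.26 at 2 h, 24 h and 7 d. The paper describes a pair of clusters that rise, fall and rise, and all genes had this shape in 1 of 4 clusters here; in Fig. 2D the curves fall, rise and fall, and in Fig. 2E they decline, which differs from the text on these clusters.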

Other observations

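Among these tests the comparison with the saline groups alone was chosen only after the result was seen, and so was the margin for the tests that exchange the SEs.

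Fewer loci were called at 24 h than at 2 h and 7 d. Wider SEs at 24 h as the whole cause are argued against, since the 2 h fold changes over the 24 h SEs still gave 186 genes, and the 7 d fold changes over them 72, against 15 at 24 h. The 24 h fold changes over the 2 h SEs gave 106 genes and over the 7 d SEs 51. These SEs are smaller (median ratio to 24 h of 0.785 and 0.795), so a rise was bound to follow. This exchange therefore cannot decide whether smaller fold changes are the whole cause. The SEs account for a large part of the gap all the same: with their own SEs the same genes gave 502 at 2 h and 555 at 7 d. The median SE of a gene was 1.27 times as large at 24 h as at 2 h, and the median size of the fold change was 0.0918 at 24 h and 0.117 at 2 h, so both may contribute. A recovery after cocaine stays open as untested; in saline, immediate-early genes had a higher FPKM at 24 h than at 2 h for 28 of 34 genes in the authors' deposited tables.

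Long transcripts were higher and short transcripts lower in cocaine at 7 d. Spearman's rho across genes, which are not independent replicates, was 0.473 over all genes and 0.457 over the genes outside the metabolic lists, so these lists alone are argued against as its source. Outside the lists rho with GC content was 0.143. The same kind of trend parts the saline groups: rho with transcript length was -0.459 for saline at 7 d against saline at 2 h and -0.425 against saline at 24 h, whereas it was -0.014 for saline at 24 h against saline at 2 h. For cocaine at 7 d it was -0.173 against cocaine at 2 h and -0.105 against cocaine at 24 h. A difference in RNA quality or library preparation of the saline pools at 7 d may produce such a trend, and no value in the tables measures either; the levels come from tables that the authors normalized separately. A change of transcript lengths with time in saline mice stays open and was not tested.

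Oxidative phosphorylation and ribosomal protein genes were lower in cocaine at 7 d, and their levels in saline at 7 d stood above both other saline groups by at least 0.241 and 0.220 on the log2 scale, while cocaine at 7 d lay within 0.04 and 0.08 of the other cocaine groups. Each level's distance from the median of the 4 groups of the other time points was compared for genes called at 7 d. The saline level lay farther than the cocaine level for 92.1% (492 of 534). It did so for 310 of 319 decreased and 182 of 215 increased genes, and against the saline groups alone the share was 90.4%. Of 12 called immediate-early genes it lay farther for 11, but against the saline groups alone for 7. Outside the immediate-early genes, for which the measures differ, these values fit a saline group at 7 d that stands apart. Those changes at 7 d may owe more to the saline pools than to a fall after cocaine. Values per library, which could show a single pool, are missing. A change that comes with the later time point in all mice and that cocaine prevents stays open as an untested explanation.

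Transcript length as the whole cause of 4 of the lower lists at 7 d is argued against by lists matched on FPKM and transcript length: the medians stood at percentile 0 for oxidative phosphorylation, 0.08 for ribosomal proteins, 0.06 for the proteasome and 0 for the mitochondrial ribosome. For the vacuolar ATPase length stays open: its median stood at percentile 13.3 of lists matched on FPKM alone, and among lists matched also on length at 0.9 when these were drawn outside the metabolic lists and at 4.48 when drawn from all genes; with GC content in place of length it stood at 4.22. The rule written before this test was run looked only at the lists matched on length, and by it the 0.9 would have argued against length; the condition that a list must also lie beyond lists matched on FPKM alone was added after the values were seen and altered the reading of this list only. Lists matched on FPKM and GC content gave percentile 0 for oxidative phosphorylation and 0 for ribosomal proteins. The matched lists themselves had medians of -0.16 and -0.18 for length and -0.05 and -0.05 for GC content, so length could account for a part. In simulated data the correction for length under-corrected the shortest genes, and ribosomal protein genes are among the shortest.

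The fold changes at 2 h and 7 d went together across genes, with a rho of 0.333 over 11548 genes that are not independent replicates. For 2 h and 24 h rho was 0.131, and 0.119 after the trend with length was taken out, and for 24 h and 7 d 0.060 and 0.013. For 2 h and 7 d transcript length as the whole cause is argued against, since rho was 0.299 after the trend was taken out at each time point. A lasting response to cocaine and differences in housing or handling between the cocaine and saline mice stay open and were not tested.

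Immediate-early genes were higher in cocaine at all time points: 28 of 34 were called at 2 h (29 adjusted over the list alone, median 1.18), 9 at 24 h (19, median 0.37) and 12 at 7 d (17, median 0.41), with Benjamini-Hochberg adjusted p values of 1.7e-34, 1.8e-19 and 1.7e-08 by Fisher's exact test. At 7 d 30 of the 34 had a higher FPKM in cocaine in the authors' deposited table. At 7 d differences in sacrifice or dissection between the cages may raise these genes, and there they cannot be told apart from an effect of cocaine, because each group was pooled by treatment; this explanation was not tested at 2 h and 24 h.

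The 8 tested loci with genes encoded by mitochondrial DNA had medians of -0.32 at 24 h, where all 8 were lower and 0 called (1 with an unadjusted p under 0.05, 1 adjusted over the list alone), and -0.18 at 7 d. The vacuolar ATPase list had 6 of 16 genes called at 7 d and 8 adjusted over the list alone (Fisher's exact test, Benjamini-Hochberg adjusted p = 8.7e-05), with a median of -0.14. Ribosomal protein genes at 24 h had a median of -0.07, with 76 of 83 lower and 0 called (1 with an unadjusted p under 0.05, 0 adjusted over the list alone). Of 14 listed oligodendrocyte genes 12, 14 and 14 were tested; at 24 h 13 were lower, with a median of -0.21 and 0 called (1 with an unadjusted p under 0.05), and the medians at 2 h and 7 d were -0.07 and 0.02. Of 13 striatal genes 10 were tested, with medians of 0.00 at 2 h and -0.05 at 7 d. Of 11 olfactory bulb genes 3 were tested at 24 h and 7 d, with medians of 0.06 and -0.02 and 0 called (0 and 0 with an unadjusted p under 0.05). Ighm stood at 6889 FPKM in saline at 7 d in the authors' deposited table against 10.3 and 10.2 in saline at 2 h and 24 h and 11.5 in cocaine at 7 d.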
